# Vitamin C deficiency improves somatic embryo development through distinct gene regulatory networks in *Arabidopsis*

**DOI:** 10.1093/jxb/eru330

**Published:** 2014-08-23

**Authors:** Michael G. Becker, Ainsley Chan, Xingyu Mao, Ian J. Girard, Samantha Lee, Mohamed Elhiti, Claudio Stasolla, Mark F. Belmonte

**Keywords:** *Arabidopsis thaliana*, ascorbic acid, gene regulatory networks, redox, somatic embryogenesis, transcriptome

## Abstract

Changes in the endogenous ascorbate redox status through genetic manipulation of cellular ascorbate levels were shown to accelerate cell proliferation during the induction phase and improve maturation of somatic embryos in *Arabidopsis*. Mutants defective in ascorbate biosynthesis such as *vtc2-5* contained ~70 % less cellular ascorbate compared with their wild-type (WT; Columbia-0) counterparts. Depletion of cellular ascorbate accelerated cell division processes and cellular reorganization and improved the number and quality of mature somatic embryos grown in culture by 6-fold compared with WT tissues. To gain insight into the molecular mechanisms underlying somatic embryogenesis (SE), we profiled dynamic changes in the transcriptome and analysed dominant patterns of gene activity in the WT and *vtc2-5* lines across the somatic embryo culturing process. Our results provide insight into the gene regulatory networks controlling SE in *Arabidopsis* based on the association of transcription factors with DNA sequence motifs enriched in biological processes of large co-expressed gene sets. These data provide the first detailed account of temporal changes in the somatic embryo transcriptome starting with the zygotic embryo, through tissue dedifferentiation, and ending with the mature somatic embryo, and impart insight into possible mechanisms for the improved culture of somatic embryos in the *vtc2-5* mutant line.

## Summary

Depletion of cellular vitamin C improves somatic embryogenesis in *Arabidopsis*. Improved embryo number and quality is through changes in gene regulatory network activation and cellular architecture.

## Introduction

Somatic embryogenesis (SE) in higher plants is one of the best examples of cellular totipotency and is commonly used as a model system to study the complex events that underlie plant embryogenesis (Kurczyńska *et al.*, 2007). Briefly, the process involves somatic cells generating mature embryos *in vitro*. This can occur directly from somatic cells or indirectly through an intermediate callus phase. Once the new somatic embryos begin forming, their development is reminiscent of that of zygotic embryogenesis (ZE). Many excellent reviews describing SE already exist (Zimmerman 1993; von Arnold *et al.*, 2002; Harada *et al.*, 2010).

In *Arabidopsis thaliana*, indirect SE can be divided into two distinct stages: induction and maturation (Fig. 1). Bent-cotyledon-stage zygotic embryos are cultured on a medium enriched with the growth-stimulating phytohormone auxin [2,4-dichlorophenoxyacetic acid (2,4-D)] for 14 d. Cells responsive to the induction medium begin to proliferate and dedifferentiate into an unorganized callus tissue. This begins in the cotyledons of the zygotic embryos, before spreading along the entire embryo axis (Raghavan, 2004). The callus then generates young embryos before being transferred to medium without 2,4-D to stimulate embryo maturation (Bassuner *et al.*, 2007). While SE is a viable means to produce large numbers of embryos from a single explant, the embryos that are produced can sometimes exhibit low quality and regeneration capabilities (Bassuner *et al.*, 2007; Kurczyńska *et al.*, 2007; Elhiti *et al.*, 2010). Since SE is used as a quick and efficient tool in the production of genetically identical plants with desirable traits for agricultural and commercial applications, new methods to improve somatic embryo quality and production are needed.

**Fig. 1.**
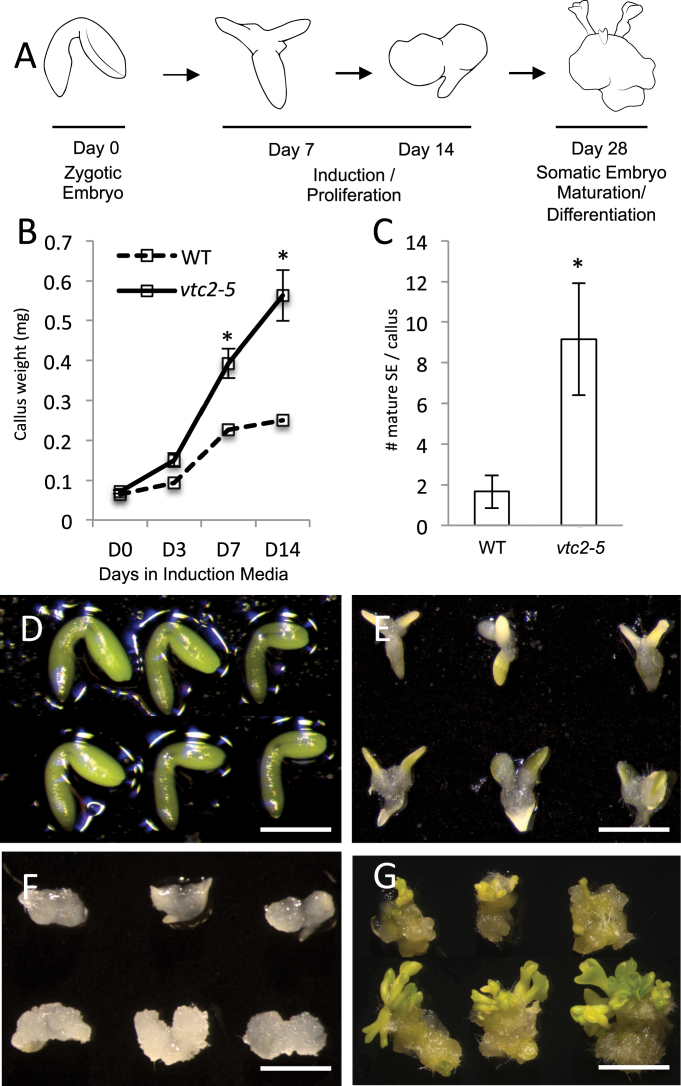
*VTC2* depletion improves SE in *Arabidopsis*. (A) Schematic representation of the SE process in *Arabidopsis*. (B) Callus size significantly increases in *vtc2-5* (solid line) compared with the WT [dashed line; means±standard deviation (SD)]. (C) Number of mature somatic embryos formed per callus (means±SD). Asterisks above the bar indicate significant difference from control values (*P*<0.05) at the same sampling time. (D) Zygotic embryos in WT (top) and *vtc2-5* (bottom). Bar, 1mm. (E) Representative embryos at 7 d on induction medium. Bar, 1.5mm. (F) At 14 d on induction medium, proliferation of the embryo is much more profound in *vtc2* compared with WT. Bar, 3.5mm. (G) Embryos were transferred to a medium lacking 2,4-D. Here, we show three representative clusters of somatic embryos at 14 d of maturation. Bar, 5mm. (This figure is available in colour at *JXB* online.)

Previous successful attempts to improve somatic embryo quality and production have focused on culture environment optimization using antioxidants or antioxidant inhibitors (Belmonte and Yeung, 2004; Belmonte and Stasolla, 2007; Stasolla *et al.*, 2008). However, these strategies relied on exogenous supplementation to the culture medium and required extensive trials to optimize growth conditions. Thus, identifying genetic means to improve somatic embryo development through changes in cellular status should reduce error and achieve large numbers of quality somatic embryos.

Alterations in cellular redox status have been shown to play a role in embryo development (Cairns *et al.*, 2006), and manipulations to redox state *in vivo* and *in vitro* can alter somatic embryo growth rates and regeneration frequencies (Bassuner *et al.*, 2007; Elhiti *et al.*, 2010). It is thought that embryogenesis relies on a series of redox switches that transform the cellular environment from a more reduced to a more oxidized state. These changes in antioxidant status are accompanied by large changes in gene activity during tissue patterning, differentiation, and the accumulation of storage reserves. In general, a more reduced state is associated with increased cellular proliferation, while a more oxidized redox pool enhances embryo maturation. It has been demonstrated previously that modifications in the cellular redox state are responsible for embryo development *in vitro* and *in vivo* (Belmonte *et al.*, 2005; Stasolla *et al.*, 2008).

Reactive oxygen species are natural by-products of cellular metabolism but can be harmful to the cell if not detoxified. The removal of reactive oxygen species is accomplished largely by the ascorbate–glutathione cycle (Fig. 2A), in which vitamin C [ascorbic acid (AA)] plays an integral role. AA exists in two forms: reduced ascorbate (ASC) and oxidized dehydroascorbate (DHA). When the redox pool of developing somatic embryos was disrupted by the application of the glutathione biosynthesis inhibitor buthionine sulfoximine, increased regeneration frequencies were observed (Stasolla *et al.*, 2008). This coincided with a decrease in the ratio of ASC/DHA and a decline in the total AA pool (Stasolla *et al.*, 2008). However, while inhibitors can be useful in manipulating redox state, and therefore the progress of SE, they can cause additional pleiotropic effects that can confound results.

**Fig. 2.**
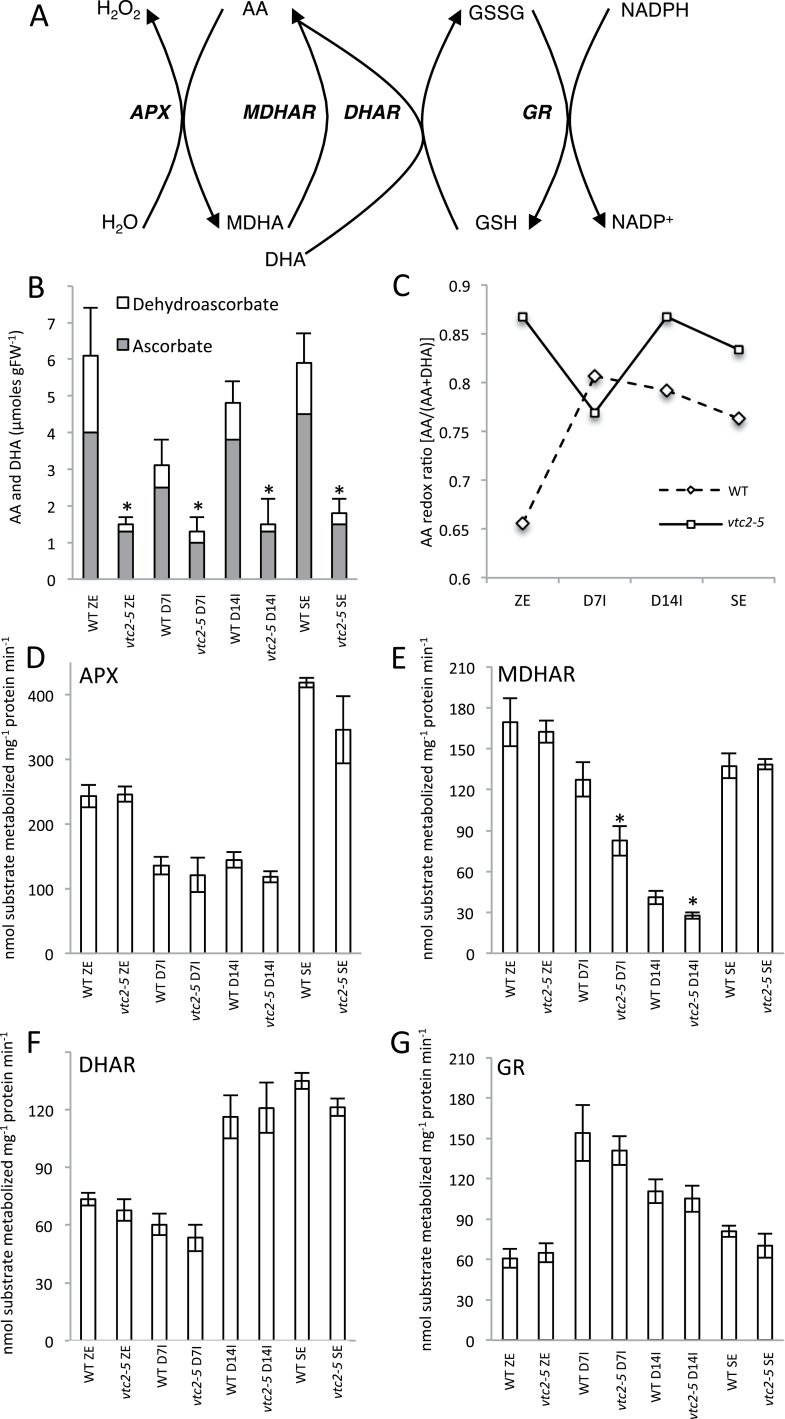
Effect of AA deficiency on cellular redox status during SE in WT Col-0 and *vtc2-5*. (A) Schematic diagram of the ascorbate–glutathione cycle. APX, ascorbate peroxidase; ASC, ascorbic acid; DHA, dehydroascobate; MDHA, monodehydroascorbate; MDHAR, monodehydroascorbate reductase; DHAR, dehydroascorbate reductase; GSH, glutathione; GSSG, glutathione disulfide; GR, glutathione reductase. (B) Endogenous cellular levels of AA and DHA during somatic embryogenesis. (C) AA redox ratio throughout somatic embryogenesis. (D) Cellular levels of APX. (E) MDHAR levels. (F) Cellular levels of DHAR. (G) Endogenous levels of GR during somatic embryogenesis. Asterisks above bars indicate a significant difference from WT control values (*P*<0.05) at the same sampling time.

This current study focused on AA depletion and its effect on SE. A number of AA-deficient mutants have been identified through genetic screens (Conklin *et al.*, 1996; Jander *et al.*, 2002), and have contributed to our understanding of AA biosynthesis. Four AA-deficient mutants—*vitamin C deficient 1* (*vtc1*), *vtc2*, *vtc3*, and *vtc4*—have been shown to affect a number of developmental programmes, including flowering time (Kotchoni *et al.*, 2009), root architecture (Olmos *et al.*, 2006), and cellular antioxidant status (Colville and Smirnoff, 2008). *VTC2* and its homologue, *VTC5*, encode the enzyme GDP-l-galactose phosphorylase, which is responsible for the first committed step to ascorbate synthesis in the l-galactose pathway, the primary route of AA biosynthesis in plants (Linster and Clarke, 2008). Unless supplemented with vitamin C, *vtc2 vtc5* double mutants do not survive (Dowdle *et al.*, 2007; Linster and Clarke 2008) and no viable mutant completely deficient in vitamin C has ever been discovered (De Tullio and Arrigoni, 2004). This suggests that AA is essential to plant growth and development.

Our results showed an increase in proliferation rates during SE induction and increased regeneration frequencies in the AA-deficient mutant *vtc2-5*. Changes in expression profiles controlling complex biological processes such as abiotic stress response, lipid metabolism, sugar signalling, and photosynthesis were observed from microarray analyses at each developmental stage of SE. New predictive transcriptional modules regulating major cellular processes active during the development and production of somatic embryos are also proposed.

## Materials and methods

### Plant material and growth

Seeds were surface sterilized and incubated for 3 d at 4 °C on half-strength Murashige and Skoog medium, pH 5.7, solidified with 1% Phytagel under sterile conditions. Plants were transferred to soil (Sunshine Mix #1) and grown at 22 °C under long-day conditions (16h light).

### Identification and characterization of plants with a T-DNA insert in VTC2

Wild-type (WT) *A. thaliana* [ecotype Columbia-0 (Col-0)] and T-DNA insertion lines were obtained from the Arabidopsis Biological Resource Center. Two independent SALK lines, *vtc2-5* (SALK_146824) and *vtc2-6* (SALK_076245), were screened with forward and reverse gene-specific primers and a left border insert-specific primer. Each insertion mutant line was verified as homozygous using PCR with primers specific for each T-DNA insertion. These primer sequences are listed in Supplementary Table S1 at *JXB* online. The positions of T-DNA insertion sites are shown in Fig. S1A at *JXB* online. Homozygous mutants (*vtc2-5* and *vtc2-6)* were identified by PCR and confirmed as having reduced levels of *VTC2* mRNA compared with Col-0 using allele-specific primers and quantitative reverse transcription-PCR (qRT-PCR) (Figs S1B and S2B at *JXB* online.).

### Culture treatments

*Arabidopsis* SE was carried out as reported by Bassuner *et al.* (2007). Briefly, zygotic embryos at the bent-cotyledon stage of development were dissected by hand and plated on an induction medium containing 2,4-D (Sigma-Aldrich) for 14 d to induce callus formation. Explants were then transferred to hormone-free maturation medium for 14 d and scored for the number of embryos that had formed (as indicated by the presence of a root and shoot apex). For 2,4-D treatments, 0, 1.2, 2.5, and 4.5 µM 2,4-D (filter sterilized) was supplemented in the induction medium. To rescue the *vtc2* phenotype, the induction medium was supplemented with filter-sterilized 0, 10, 100, or 1000 µM ascorbate (Sigma-Aldrich). At least 50 embryos were cultured per treatment in three replicates and repeated three to five times. Tukey’s post-hoc test for multiple variance was used to compare differences between treatments and control.

### Histological analyses, localization studies, and ASC metabolism

Structural studies using light and electron microscopy during SE were conducted as reported by Yeung (1999) and Elhiti *et al.* (2013), respectively. Localization of SHOOTMERISTEMLESS (STM) was performed by RNA *in situ* hybridization using the procedure outlined by Belmonte *et al.* (2006). Measurements of endogenous ASC and the enzyme activity of ascorbate peroxidase (APX), dehydroascorbate reductase (DHAR), glutathione reductase (GR), and monodehydroascorbate reductase (MDHAR) were carried out according to the methods of Belmonte *et al.* (2006) and Stasolla and Yeung (2007).

### Microarray and bioinformatics analyses

RNA was extracted from bent-cotyledon zygotic embryos, and somatic embryos at 7 d of induction (D7I), 14 d of induction (D14I) and 14 d of maturation (mature somatic embryos with a distinct embryonic axis) using Ambion® Plant RNA Reagent (Life Technologies, Carlsbad, California, USA). DNA contamination was removed with an Ambion® Turbo DNA-free™ kit (Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s instructions. RNA concentration was measured with a Nanodrop 2000c spectrophotometer and RNA quality was assessed using an Agilent RNA 6000 Pico Chip (Agilent Technologies; Santa Clara, CA, USA) on an Agilent 2100 Bioanalyzer. Amplification and labelling were performed using 3 µg of input RNA into the Enzo® Single-Round RNA Amplification and Biotin Labeling System (Life Technologies, Farmingdale, NY, USA). The quality of amplified biotin-labelled antisense RNA was also assessed using an Agilent RNA 6000 Pico Chip on the Agilent 2100 Bioanalyzer. Two biological replicates were conducted for each genotype and used for microarray gene expression analysis according to the methods of Brady *et al.* (2007), Le *et al.* (2010), and Belmonte *et al.* (2013) with some modifications. Amplified, labelled, and fragmented RNA was then hybridized to the Affymetrix ATH1 Arabidopsis Genome Array following the manufacturer’s instructions, and as described by Le *et al.* (2010). Raw images (CEL format) were generated with Affymetrix GeneChip Operating Software (GCOS).

The number of mRNAs present in each tissue was determined using MAS 5.0 Software (Affymetrix, Santa Clara, CA, USA). An mRNA was considered present (‘P’) only if it was called ‘P’ in both biological replicates. For global comparisons of gene activity and quantitative analyses of gene expression, GeneChip data were normalized using the Robust Multichip Average (RMA) method (Dai *et al.*, 2005). Correlation between RMA-normalized biological replicates was then tested and shown to have an average correlation of 0.97 (with a range from 0.95 to 0.99) for WT tissues while all biological replicates of *vtc2-5* were 0.99 based on a Pearson’s correlation (Supplementary Dataset S1 at *JXB* online). RMA-normalized data was then clustered hierarchically using the pvclust package with default settings in R (http://cran.r-project.org/web/packages/pvclust/pvclust.pdf). To determine if genes were differentially expressed, a multiway significance analysis of microarrays test was carried out (Tusher *et al.*, 2001) and scores were analysed in terms of false discovery rate (FDR; *q* values). Only gene probes having an adjusted *P* value (FDR; Benjamini and Hochberg, 1995) of <0.05 and an absolute difference in expression fold change of 2 or greater were selected. A list of mRNAs that showed a 2-fold or higher change between WT and *vtc2-5* tissues at one stage of development are found in Supplementary Dataset S1; over-representation for gene ontology (GO) terms are in Supplementary Dataset S2 at *JXB* online and DNA sequence motifs are found in Supplementary Dataset S3 at *JXB* online.

Dominant patterns (DPs) of expression were identified according to the methods of Brady *et al.* (2007) and Belmonte *et al.* (2013) with the following modifications. Averaged RMA-normalized data from each tissue and genotype were filtered to remove probe sets with an RMA value ≤30. The filtered data were clustered using the fuzzy K means (FKM) implementation FANNY (http://cran.r-project.org/web/packages/cluster/cluster.pdf) with a K value of 15 and a cluster membership (*m* value) of 0.44. If clusters showed significant similarity (Pearson’s correlation coefficient), they were grouped together, resulting in 13 different RNA accumulation patterns. The mRNAs with a Pearson’s correlation of 0.85 or above were then assigned to each cluster with an average of 1146 mRNAs and a range from 138 to 2443. Lists of mRNAs assigned to each DP are found in Supplementary Dataset S1, while GO terms enrichment and genes belonging to each GO terms are found in Supplementary Dataset S2; DNA sequence motifs are provided in Supplementary Dataset S3. Putative transcriptional modules were then identified as described by Belmonte *et al.* (2013). Finally, to generate the GO term enrichment heatmaps, the data were log_10_ transformed and imported into TMeV (Saeed *et al.*, 2006).

### qRT-PCR experiments

qRT-PCR was used to validate and confirm selected genes of microarray data and to measure relative mRNA levels. The relative abundance of mRNA was analysed with the 2^–∆∆CT^ method (Livak and Schmittgen, 2001). Primers are listed in Supplementary Table S1.

### Microarray data accession numbers

All of the microarray data generated in this study can be found in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under the series GSE48915 containing data from 16 individual samples.

## Results

### Response of vtc2-5 and vtc2-6 to SE

SE capability in *vtc2-5* and *vtc2-6* was compared with their WT counterpart (Fig. S1C–E). The number of immature zygotic embryos capable of producing callus tissue was almost 100% in *vtc2-5* and 85% in *vtc2-6* compared with an average of 65% in the WT (Fig. S1C). Callus tissue also appeared to develop faster in the AA-deficient mutant and increased in size on a g per fresh weight (FW) basis by almost 3-fold by the completion of induction (Fig. 1B). The number of calli capable of producing embryos increased by 15% in *vtc2-6* and by 35% in *vtc2-5* compared with the WT (Fig. S1D). The number of embryos produced by each responsive explant was greater in tissues defective in *VTC2* transcript levels (Fig. 1C), with over 30% of the explants generating more than five embryos compared with almost 5% in WT explants (Fig. S1E). These results suggested that *vtc2* mutants are able to generate calli faster, and these calli in turn are more embryogenic competent. Thus, attention was focused on *vtc2-5* to gain further insight into the role of AA in SE. Morphological differences between WT and *vtc2-5* cultures during the SE process are shown in Fig. 1D–G.

To reverse the effect of the mutant phenotype, the induction medium was supplemented with various concentrations of ascorbate (Fig. S2A). When ascorbate was supplied to the induction medium in the presence of 2,4-D, there was no appreciable difference in the number of zygotic embryos forming callus in the WT or *vtc2-5* line. When *vtc2* tissues were grown in the presence of ASC, their somatic embryo-forming capacity was reduced, a phenotypic effect that more closely resembled that of WT tissues.

To examine whether exogenous applications of 2,4-D affected the induction process, the induction medium was supplemented with various concentrations of this phytohormone (Fig. S3 at *JXB* online). Interestingly, a very small number of embryos from *vtc2* plants were able to produce callus in the absence of 2,4-D but were unable to produce somatic embryos (Fig. S3A, B). Figure S3C shows that the number of somatic embryos produced was dependent on the concentration of 2,4-D and was always more pronounced in tissues deficient in AA compared with WT tissues.

### Effect of *vtc2* on endogenous AA levels and changes in cellular AA redox homeostasis

A schematic diagram of the ascorbate–glutathione redox cycle is shown in Fig. 2A. To further validate *vtc2-5* as being deficient in cellular AA, we quantified endogenous ASC and DHA levels during the SE process (Fig. 2B). Total and reduced ASC levels were significantly lower (average ~70%) in *vtc2* compared with the WT tissues, supporting previous reports of *vtc2* mutants that also show an ~70% decrease in endogenous AA levels (Conklin *et al.*, 2000). There was a marked decrease in total AA levels in WT D7I tissues before gradually increasing to near-zygotic embryo levels by the mature somatic embryo stage (Fig. 2B), whereas the total AA levels remained low throughout the SE process in *vtc2* tissues. The ASC redox ratio also showed differences between the two genotypes (Fig. 2C). Notably, the redox ratio in *vtc2* zygotic embryos was more reduced compared with WT zygotic embryos.

Next, the activity of several redox enzymes, including APX, MDHAR, DHAR, and GR in developing control and *vtc2* mutant tissues were quantified (Fig. 2D–G). There were no significant differences in antioxidant enzyme activity between WT and *vtc2* tissues except for MDHAR during somatic embryo induction (Fig. 2E). However, differences in enzyme activity were prevalent across the SE process in either WT or *vtc2* when compared with the same genotype. For example, APX and DHAR activity was prevalent at the bent-cotyledon and mature somatic embryo stage, while the activity of GR increased profoundly in D7I somatic embryos. While changes in endogenous AA levels were recorded in *vtc2-5* compared with WT tissues, changes in the cellular redox ratio were probably not a result of redox cycling enzymes.

### Structural features of WT and *vtc2* tissues

To determine if AA deficiency produces an effect on the morphology of somatic embryos, structural studies were performed. No appreciable morphological differences were observed in the harvested bent-cotyledon zygotic embryos (Fig. 1D), but notable changes in morphology and histology were apparent by D7I in the presence of auxin (Figs 1E and 3A, B). Figure 3B shows many cells undergoing cell division in the cotyledons compared with the WT (Fig. 3A), which appears to have fewer actively dividing cells. Since *vtc2* tissues appeared to proliferate faster compared with WT (Fig. 1B), the expression domain of *STM* in proliferating tissues at D7I at the edge of the cotyledon was examined using a marker used previously to detect improved somatic embryo capacity *in vitro* (Elhiti *et al.*, 2010). The expression domain of *STM* in D7I tissues was restricted to only a few cell layers (Fig. 3C) compared with *vtc2*, which had a larger and less-restricted STM domain when tissues were subjected to the induction medium towards the edges of the explants (Fig. 3D).

**Fig. 3.**
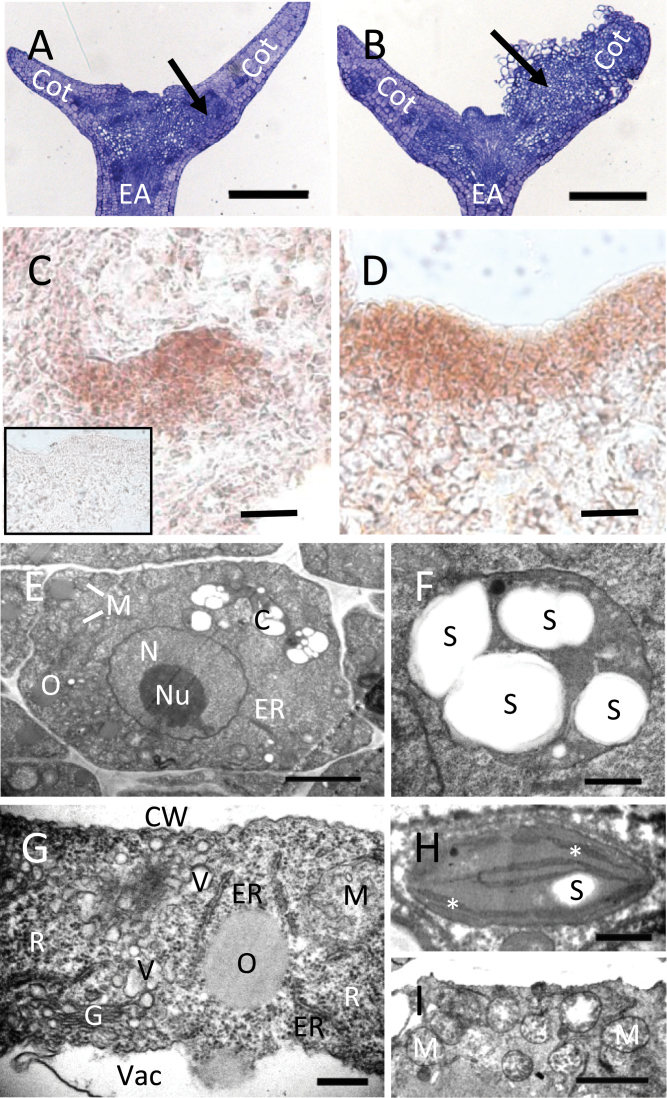
Structural features of WT and *vtc2* tissues during SE. (A, B) Medial longitudinal sections of a explants at D7I (+2,4-D) showing cell division within the cotyledon. EA, embryo axis; Cot, cotyledon. Arrows show areas of callus initiation. Bars, 250 µm. (A) WT embryo with evidence of some cell division in the cotyledon. (B) In *vtc2-5*, tissues were re-organizing and beginning to develop callus in the cotyledon. (C, D) *In situ* hybridization of *SHOOTMERISTEMLESS* in proliferating tissue at D7I in WT (C) and *vtc2-5* (D) using an anti-*STM* probe (sense probe, inset). Bars, 20 µm. (E–I) TEM images of WT versus *vtc2* somatic embryos during induction. (E) A typical whole cell from a WT somatic embryo. Note the lack of mitochondria and endomembrane system relative to *vtc2*. N, nucleus; Nu, nucleolus; M, mitochondria; O, oil body; C, chloroplast; ER, endoplasmic reticulum. Bar, 2 µm. (F) A chloroplast from a WT SE showing multiple starch granules (S). Bar, 500nm. (G) Extensive endomembranous structures and ribosomes (R) are found in the cytoplasm of a *vtc2* somatic embryo cell. G, Golgi; V, vesicle; ER, endoplasmic reticulum; M, mitochondria; O, oil body; CW, cell wall; V, vacuole. Bar, 300nm. (H) A chloroplast from a *vtc2* somatic embryo. Starch (S) is rare and smaller than in the WT. Thylakoid membranes are indicated by an asterisk. Bar, 500nm. (I) Many mitochondria (M) in the cytoplasm of a *vtc2* somatic embryo cell. Bar, 2 µm. (This figure is available in colour at *JXB* online.)

A cortical WT cell of a somatic embryo had all the basic cellular features (Fig. 3E), including a nucleus, mitochondria, endomembranous structures, and chloroplasts with starch grains (Fig. 3F). Extensive endomembranous and ribosomal activity in *vtc2* cortical cells (Fig. 3G) suggested intracellular remodelling that might be associated with dedifferentiation. While chloroplasts were present in *vtc2* tissues, they usually contained little to no starch (Fig. 3H), and the cytoplasm was also characterized by many more mitochondria (Fig. 3I) than were found in the WT. Anatomical evidence suggested that cells were de-differentiating and actively dividing during SE, and that this was happening earlier and to a greater extent in the *vtc2* mutant.

### Transcriptome analysis of somatic embryo development in WT tissues

To understand global changes in gene activity during SE, we first examined the transcriptome of WT tissues during the SE process (Fig. 4). 

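The transcripts of WT and *vtc2-5* tissues were measured on ATH1 GeneChips at 4 stages: bent-cotyledon zygotic embryos, explants after 7 d (D7I) and 14 d (D14I) on induction medium, and mature somatic embryos taken after 14 d on maturation medium. Each of the 8 groups has 2 arrays, and each array was labelled from 3 μg of total RNA. The deposited values are intensities on a linear scale, here called signals, which the authors scaled so that the 2% trimmed mean of every array is 500. They are not the RMA values that the methods describe. The median signal per array was 148 to 198, and 69.2 to 78.1% of probe sets had a signal above 30. Log2 of the signals was taken, and groups were compared with limma in a fit of all 16 arrays with 1 mean per group. P values were adjusted by the Benjamini-Hochberg method over the 22746 probe sets that are not controls. Signals below 30 are treated as weak, and the size of a difference that involves one is uncertain. A probe set counts as changed at an adjusted p under 0.05 and a difference of at least 2-fold, the thresholds the paper states. Group values are mean signals ± SD, and differences are those of the mean log2 signals with their standard error. The annotation used here pairs 13513 probe sets (59.4%) with 1 gene, 503 with several and 8730 with none, so that *VTC2*, *GRP7*, *BAM5*, *AOC1*, *SUS2*, *RVE8* and *ATHB6* are among the genes not analysed here. The 2 arrays per group limit the precision. In simulated data for D7I, 100 probe sets were changed 2-fold and 100 others 4-fold, all with a mean signal above 30. Limma recovered 8 and 74 of them, with 6 false calls. The threshold of an observed 2-fold difference by itself drops many true 2-fold changes, and the simulation held no change between stages.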

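In WT tissues the transcripts of D7I and D14I were the most alike, mature somatic embryos came next, and zygotic embryos stood farthest from the rest. Genes that set zygotic embryos apart include *AT1G62070*, whose mean signal was 12859 in zygotic embryos and at most 2.69 in the other 3 stages. The osmotin gene *OSM34* showed the opposite profile, with a mean signal of 1.42 in zygotic embryos against 146.6 at D7I, 3237 at D14I and 1366 in mature somatic embryos. Across probe sets, the mean log2 signals of D7I and D14I correlated with r = 0.948 and those of D14I and mature somatic embryos with r = 0.906, while zygotic embryos reached r = 0.817 to 0.845 with the other stages. In hierarchical clustering with average linkage on 1 minus Pearson's r, D7I and D14I joined at a height of 0.0523, mature somatic embryos joined them at 0.101, and zygotic embryos joined last at 0.167. Each of these nodes was kept in 100% of 1000 resamplings of probe sets, which are not independent replicates.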

Hierarchical clustering of GeneChip data showed two distinct groups: (i) bent-cotyledon zygotic embryos, and (ii) somatic embryos (Fig. 4A). To examine how gene activity behaved in space and time, we then used our FKM clustering algorithm to identify DPs of gene expression in both space and time (Fig. 4B). 

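The step from the zygotic embryo into culture changed the most transcripts in WT, and the step from D7I to D14I the fewest. The late embryogenesis gene *M17* and a chitinase family gene were switched on by D7I, the thionin gene *THI2.1* and the photosystem I gene *PSAN* rose on maturation medium, and the auxin conjugation gene *GH3.1* fell there. From zygotic embryos to D7I, 3571 probe sets rose and 2725 fell (3210 and 3053 with quantile normalization, 3079 and 3083 with median centring). *M17* (chromosome 2, 17206452 to 17207698) rose from a signal of 0.881 ± 0.552 to 3487 ± 654 (SD, n = 2 arrays each; adjusted p = 5.56e-05 from limma). The chitinase family gene *AT2G43590* rose from 6.38 ± 0.894 to 19918 ± 5925, and *AT4G04460*, which encodes an aspartic protease, fell with an adjusted p of 1.11e-07. Their lower signals are below 30, so the sizes are uncertain: the log2 differences were 12.09, 11.58 and -11.72 without an offset, and 6.82, 9.07 and -7.97 with an offset of 30 chosen after seeing the data. All 20 genes with the largest changes of this step kept their calls under every alternative setting. From D7I to D14I, 945 probe sets rose and 861 fell, among them the lectin gene *JAL22*, which rose by 5.67, and *STOMAGEN*, whose peptide promotes stomata, which fell by 4.28 (by 1.20 with the offset). This count was 1002 and 1190 without WT D7I replicates 1 and 2, and 654 and 708 without WT D14I replicates 1 and 2. From D14I to mature somatic embryos, 2266 probe sets rose and 1082 fell (1982 and 1550 with quantile normalization, 1767 and 1925 with median centring). In this step *THI2.1* rose by 7.70 to a signal of 3629 ± 1496, and *GH3.1* fell by 6.46 (adjusted p = 5.14e-05 from limma) from 709.7 ± 10.5 to 8.53 ± 4.02.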

Our data analysis revealed nine DPs, and the number of genes represented in each pattern varied from 476 in DP2 to 3186 in DP5 (Supplementary Dataset S2). Supplementary Fig. S4 (at *JXB* online) shows patterns where genes were expressed either in the zygotic embryo (DP4) or in a combination of stages of development during somatic embryo culture (DP2, DP3, DP5, and DP9).

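Among the WT stage patterns counted here, which share probe sets, transcripts low in zygotic embryos formed the largest set and those high in zygotic embryos the next. Other stage patterns were not counted. A probe set was placed in a pattern when each contrast of the stages named with the other stages passed in limma. By this rule 113 probe sets were high at D7I, 417 at D7I and D14I, 1428 in zygotic embryos and 812 in mature somatic embryos, and 2044 were low in zygotic embryos. The β-glucosidase gene *BGLU28* was highest at D7I, with mean signals of 42.9 in zygotic embryos, 8889 at D7I, 1413 at D14I and 229.7 in mature somatic embryos. *AT1G50060* was high at D7I (1003) and D14I (2228), with signals of 3.43 and 2.85 before and after. Of 10 measured auxin response genes, 6 were high at D7I and D14I and 1 at D7I, and such sets can share genes. Another β-glucosidase gene, *BGLU19*, was low in zygotic embryos (8.14) and at 11026, 4106 and 4312 in the later stages. The MADS-box gene *AGL87* was high in zygotic embryos (3889), with signals of 6.38 to 84.2 later. The set high at D7I rests on few arrays: it held 50 and 67 probe sets without WT D7I replicates 1 and 2, 27 and 33 without WT D14I replicates 1 and 2, and 178 without WT somatic embryo replicate 2.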

**Fig. 4.**
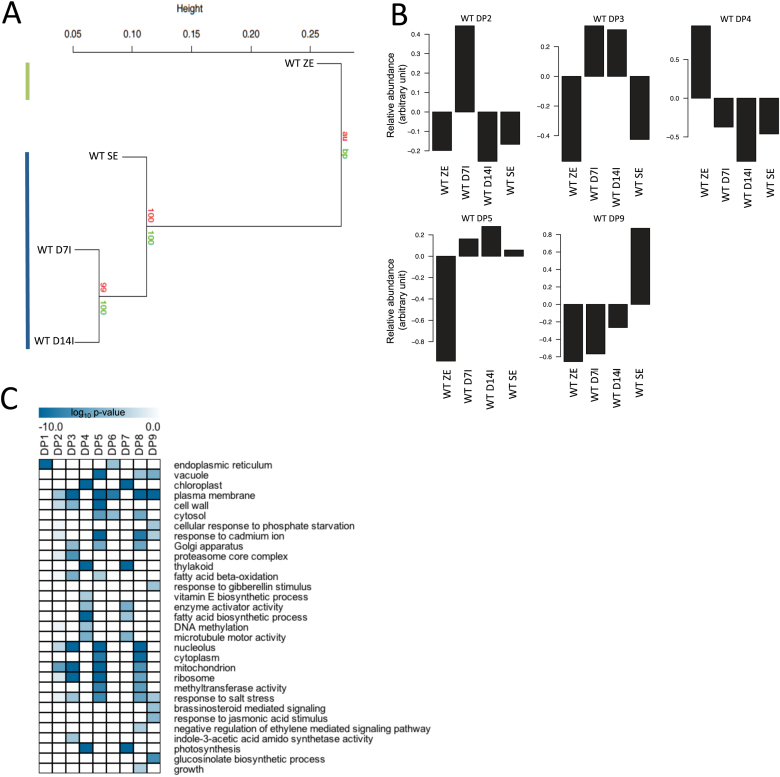
Transcriptome analysis of WT SE. (A) Global hierarchical clustering of whole GeneChip data across all stages of SE. Two distinct groups were apparent. First, for the bent-cotyledon stage of ZE (top left line) and secondly for SE (bottom left line). Bootstrap values are shown below the node and approximately unbiased values are shown above the node. (B) DPs of gene expression during WT SE. Selected clusters showed differential patterns of gene expression. Individual bars represent the relative abundance of mRNAs clustered into each DP at all stages of development. Five selected patterns are shown. (C) GO term enrichment analysis showcasing selected statistically enriched biological processes present in sets of genes from the clustering analysis. Selected GO terms are presented using a heatmap generated in TMeV (a complete list of GO terms is found in Dataset S2). GO terms are considered enriched at *p* < 0.001 where a darker colour represents a more statistically enriched term. (This figure is available in colour at *JXB* online.)

To gain insight into the biological processes underlying each DP, we performed an enrichment analysis (hypergeometric distribution; *P*<0.001) of GO terms (Fig. 4C). The data showed enrichment of terms associated with photosynthesis and fatty acid biosynthesis in WT zygotic embryos, while GO terms associated with the construction of the cell were found in embryos grown in culture. For example, the terms mitochondrion, plasma membrane, and ribosome were all enriched early in the early proliferative phase of SE in DP3, while the GO terms vacuole, cell wall, nucleolus, and cytoplasm were all enriched throughout SE (DP5). 

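Nuclear genes of the photosynthetic apparatus were high in WT zygotic embryos, fell steeply in culture, and rose again in mature somatic embryos. Auxin response genes changed the other way: they rose when the explants met 2,4-D and fell once it was removed. Of 53 nuclear photosynthesis genes listed, 9 were measured, and 8 of them belong to the set high in zygotic embryos. All 9 fell from zygotic embryos to D7I (9 adjusted over the list alone), with a median log2 difference of -4.40 and an adjusted p of 1.95e-12 from limma's camera (adjusted p = 0.0114 with an estimated correlation). *PSAN*, a subunit of photosystem I, fell from a mean signal of 9921 to 33.5, and *LHCB4.2*, a light-harvesting protein of photosystem II, from 9809 to 55.7. The list fell again to D14I (median -2.12, adjusted p = 1.97e-10 from camera, adjusted p = 0.0176 with an estimated correlation; 8 of 9 passed, 9 adjusted over the list alone). It then rose to the mature somatic embryo (median 4.65, adjusted p = 9.45e-15, adjusted p = 0.0114 with an estimated correlation), with all 9 genes passing. Plastid-encoded genes did not share this rise: 53 of 69 were lower in mature somatic embryos than at D14I (median -1.18, adjusted p = 0.0164 from camera, adjusted p = 0.822 with an estimated correlation; 0 passed and 0 adjusted over the list alone). The arrays of each group were split: their median plastid signal was 167.5 and 423.4 at D14I and 216.6 and 64.0 in somatic embryos. Somatic embryo replicate 1 thus lay above D14I replicate 1, and the fall depends on the arrays compared. Of 10 auxin response genes, 6 rose from zygotic embryos to D7I (6 adjusted over the list alone), with a median of 2.86 (adjusted p = 0.00100 from camera, adjusted p = 0.0290 with an estimated correlation). *GH3.1* went from a mean signal of 14.6 to 1207, *IAA29* rose by 4.59 and the lateral root regulator *LBD16* rose by 4.50. From D14I to mature somatic embryos 8 of the 10 fell (8 adjusted over the list alone; median -2.80, adjusted p = 2.73e-08, adjusted p = 0.0114 with an estimated correlation). The median of all genes rose by 0.14 from zygotic embryos to D7I. Of 26 fatty acid and oil synthesis genes, 4 were measured and the list was not tested.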

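A GDSL lipase gene, 2 peroxidase genes and 2 protease genes are examples of WT transcripts that were high only in mature somatic embryos. The GDSL lipase gene *AT1G54020* had mean signals of 3.11, 3.84 and 3.42 in zygotic embryos, D7I and D14I and 933.7 in mature somatic embryos, and rose by 8.09 on the log2 scale from D14I (standard error 0.68, adjusted p = 5.44e-05 from limma). The peroxidase gene *AT5G66390* rose by 7.64 from 3.63 ± 3.50 to 529.3 ± 36.6 (SD, n = 2), and the peroxidase gene *AT4G30170* had a mean signal of 512 in somatic embryos and at most 9.28 before. The subtilase gene *SBT4.12* rose by 7.36 (adjusted p = 5.96e-04 from limma). *AT5G10770*, an aspartic protease gene, rose by 7.09 to 1024 ± 66.7. Of the ascorbate-glutathione cycle genes, 2 of 6 rose from D14I (2 adjusted over the list alone; median log2 1.13), with an adjusted p of 0.0215 from camera (adjusted p = 0.115 with an estimated correlation). Seed storage and late embryogenesis genes differed between the WT somatic embryo arrays: their median signal was 2899 and 2797 in the D14I arrays, 6991 in somatic embryo replicate 2 and 20.09 in replicate 1. Their test for this step (median -4.19, adjusted p = 0.0314 from camera, adjusted p = 0.531 with an estimated correlation; 1 of 5 passed and 1 adjusted over the list alone) therefore rests on replicate 1. Of 19 glucosinolate synthesis genes 3 were measured and of 13 jasmonate response genes 0, so neither list was tested.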

Mature somatic embryos (DP9) showed enrichment for terms associated with hormone signalling and metabolism, including brassinosteroid-mediated signalling, response to jasmonic acid, and glucosinolate biosynthetic process. A complete list of genes belonging to all GO terms examined in this study can be found in Supplementary Dataset S2.

### Comparative transcriptome analysis of WT and *vtc2* tissues during SE

Global mRNA populations in WT and *vtc2* tissues were compared using correlative hierarchical clustering. Regardless of genotype, similar groups were identified. Figure 5A shows the two distinct groups identified by the analysis: (i) the bent-cotyledon stage of ZE, and (ii) SE including both induction and maturation. 

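Clustered by their mean log2 signals, WT and *vtc2-5* tissues paired by stage, and zygotic embryos of both genotypes stood apart from all tissues in culture. The pairing was least stable at D7I, where *vtc2-5* explants were as near to WT explants of D14I as to those of D7I. In the clustering of the 8 group means, the genotypes joined at a height of 0.0219 for D14I, 0.0236 for zygotic embryos, 0.0384 for D7I and 0.0443 for mature somatic embryos. The induction stages then joined at 0.0470, somatic embryos at 0.103 and zygotic embryos at 0.166. The node of the D7I genotypes was kept in 68% of resamplings of probe sets and the others in 100%. Mean log2 signals of *vtc2-5* D7I correlated across probe sets with r = 0.962 with WT D7I and r = 0.962 with WT D14I. With Spearman's correlation, and with linear signals, *vtc2-5* D7I joined the D14I groups first. The same held when the 16 arrays were clustered singly, where the *vtc2-5* D7I arrays joined those of D14I at 0.0580 and the WT D7I arrays followed at 0.0708. In that tree WT somatic embryo replicate 2 joined the *vtc2-5* somatic embryo arrays at 0.0655, and WT replicate 1 followed at 0.0796. Replicates correlated across probe sets with r = 0.952, 0.952, 0.962 and 0.922 in WT zygotic embryos, D7I, D14I and mature somatic embryos, and with r = 0.959, 0.962, 0.954 and 0.955 in *vtc2-5*. The lowest value belongs to WT somatic embryos, whose 5 measured seed storage and late embryogenesis genes were all higher in replicate 2, with a median log2 difference of 6.93.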

Similar numbers of mRNAs were detected across all stages of SE using ‘Presence’ and ‘Absence’ calls according to MAS 5.0. An average of ~14 400 mRNAs (~63% of *Arabidopsis* genes on the ATH1 GeneChip) were detected at each stage of the culture process, while mRNAs tended to accumulate at a higher prevalence in *vtc2* tissue (Fig. 5B). For example, ~15 000 mRNAs were detected in *vtc2* somatic embryos compared with ~14 400 in WT mature somatic embryos (Supplementary Dataset S1).

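By mean signal, the number of transcripts with a clear signal was similar in WT and *vtc2-5* at each stage, and largest in mature somatic embryos. Present and absent calls were not used here, and probe sets with a mean signal above 30 were counted in their place. In WT, 16407 probe sets exceeded 30 in zygotic embryos, 16753 at D7I, 16482 at D14I and 17097 in mature somatic embryos. In *vtc2-5* the numbers were 15941, 16302, 16561 and 16995, above the WT number at D14I alone. When both arrays of a group had to exceed 30, the 4 stages in turn had 15660, 15913, 15845 and 15853 such probe sets in WT and 15304, 15711, 15803 and 16399 in *vtc2-5*, which was then above WT in mature somatic embryos alone. By mean signal above 60, mature somatic embryos had 15219 in WT and 15060 in *vtc2-5*. Counted singly at the level of 30, the WT somatic embryo arrays had 16181 and 17767, a wider gap than between the genotypes at any stage. Transcripts whose mean signal passed 30 in mature somatic embryos of the mutant only include *AT1G76960*, with 117.1 in *vtc2-5* and 1.49 in WT, and *AT2G22880*, with 295.0 against 7.88.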

**Fig. 5.**
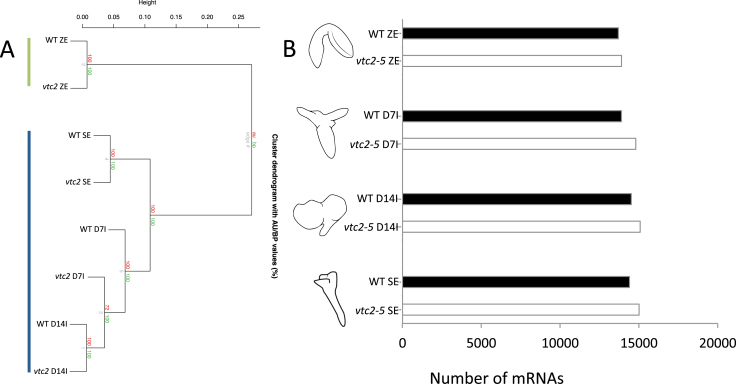
(A) Hierarchical clustering of WT and *vtc2-5* tissues during SE. Clustering analysis revealed two distinct groups: (i) bent-cotyledon zygotic embryos (top left line); and (ii) somatic embryos, including D7I, D14I and mature somatic embryos (bottom left line). (B) Number of mRNAs in WT and *vtc2-5* tissues during SE. A complete list of the mRNAs and their levels are given in Dataset S1. (This figure is available in colour at *JXB* online.)

To understand how AA deficiency affects gene activity at each stage of SE, differentially expressed genes were analysed. A total of 70 genes on the array were differentially expressed (Benjamin-Hochberg FDR<0.05, fold change >2) between WT and *vtc2* zygotic embryos. 

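Few transcripts passed as different between zygotic embryos of the genotypes. Most of those that passed were weakly expressed and lower in *vtc2-5*, a balance that depended on the setting. In limma 2 probe sets were higher and 6 lower in *vtc2-5* zygotic embryos (3 and 2 with an offset of 30), with 1558 at an unadjusted p under 0.05. *AT2G43390* (chromosome 2, 18020229 to 18020879) had a signal of 0.798 ± 0.480 in *vtc2-5* and 75.1 ± 45.0 (SD, n = 2) in WT, a log2 difference of -6.56 (standard error 0.50, adjusted p = 0.00203 from limma). *AT2G21100*, a dirigent family gene, had 2.43 ± 0.0909 against 188.8 ± 161 (log2 -5.95, adjusted p = 0.00418 from limma), and *FOLB1*, a folate synthesis gene, had 1.53 ± 0.292 against 16.8 ± 4.53 (log2 -3.44). These 3 calls held without any 1 array. All 3 rest on signals below 30 in *vtc2-5*, so the sizes are uncertain: with an offset of 30, chosen after seeing the data, *AT2G43390* alone of 6 named genes kept its call (log2 -1.70, adjusted p = 0.0461). *AT1G29180* was higher in *vtc2-5* by 2.38 on the log2 scale, from a WT signal of 3.67 ± 0.995, and its call was lost without either *vtc2-5* array (adjusted p = 0.0682 and 0.0507). The number of calls was 24 and 78 without WT zygotic embryo replicates 1 and 2, and 31 and 50 without *vtc2-5* replicates 1 and 2. A probe set without a gene name here was the only one with every *vtc2-5* array of the 4 stages at least 2-fold below every WT array, and none was 2-fold above. In zygotic embryos its signals were 509.1 and 74.5 in *vtc2-5* against 4924 and 3975 in WT, a log2 difference of -4.51 (adjusted p = 0.0756 from limma). At D7I they were 52.3 ± 8.50 and 2446 ± 150 (log2 -5.56, adjusted p = 0.00710), and in mature somatic embryos the log2 difference was -6.06 (adjusted p = 0.00498). At D14I (log2 -5.61, adjusted p = 0.0398) the call was lost without any 1 of the 4 arrays (adjusted p = 0.122 to 0.172).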

The largest number of differentially expressed genes (1281) was observed at D7I of SE where deficiencies in AA (*vtc2* tissues) repressed 648 mRNAs and induced 633 mRNAs (Supplementary Dataset S1). 

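At D7I more transcripts passed as higher than as lower in the ascorbate-deficient tissue, but this balance depended on the setting. Among the higher ones were 2 genes known for induction by low oxygen, a trait singled out after their values were seen. Another such gene, *AT3G29970*, did not pass at D7I, and such genes were not tested as a group. In limma 451 probe sets were higher and 163 lower in *vtc2-5* (411 and 215 with quantile normalization, 300 and 267 with median centring), and 4679 had an unadjusted p under 0.05. The balance turned around without *vtc2-5* D7I replicate 1 (36 higher and 41 lower), with multiclass SAM (1369 and 1409) and by a 2-fold change alone (1935 and 2521). Neither SAM, whose q value covers all 8 groups, nor the 2-fold change tests the genotype difference at D7I. *AT1G33055*, a gene known for its induction by low oxygen, had a signal of 1604 ± 70.5 in *vtc2-5* and 168 ± 72.4 (SD, n = 2) in WT, a log2 difference of 3.32 (standard error 0.30, adjusted p = 0.00320 from limma). Its call held without any 1 array, and in WT its mean signal was 4051 in zygotic embryos and 5378 ± 445 at D14I. *AT5G10040*, another gene induced by low oxygen, had 378.5 ± 19.8 against 34.8 ± 0.0107 (log2 3.44, adjusted p = 0.0127), and its call was lost without WT replicate 1 or either *vtc2-5* array (adjusted p = 0.0602, 0.0742 and 0.0718). The U-box gene *AT5G40140* was higher by 5.13 on the log2 scale, and lost its call without either *vtc2-5* array (adjusted p = 0.0725 and 0.0610). Among genes with a name here, the largest decreases were in weakly expressed ones, such as *AT1G22420* (1.74 ± 0.428 against 30.7 ± 4.21, log2 -4.15, adjusted p = 0.0403) and *AT1G55440* (7.34 ± 6.15 against 78.2 ± 8.32, log2 -3.72, adjusted p = 0.0201), whose calls were lost without any 1 array (adjusted p = 0.104 to 0.191) and without 3 of the 4 arrays in turn (adjusted p = 0.0594 to 0.104). The number of calls was 157 and 300 without WT D7I replicates 1 and 2, and 77 and 88 without *vtc2-5* D7I replicates 1 and 2. Of 25 named genes that passed, 6, 12, 6 and 7 were still called in those fits, and none changed direction.

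**Figure D1:**
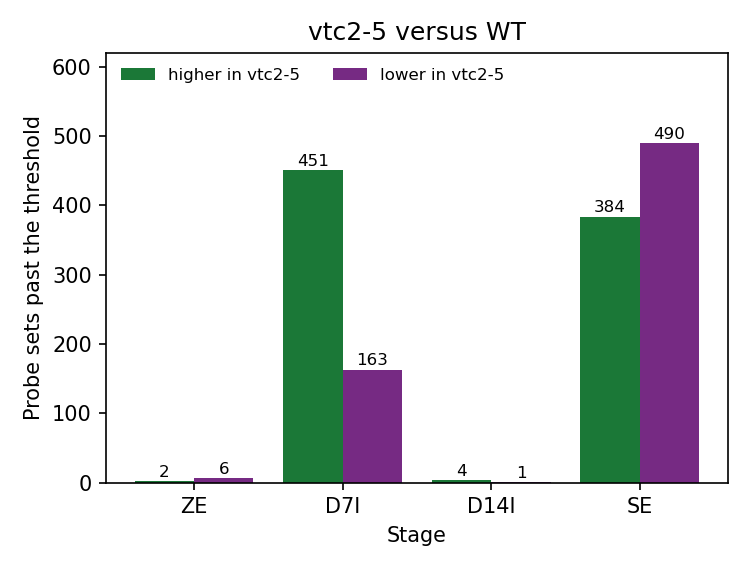
Number of probe sets that passed the thresholds of limma in *vtc2-5* against WT at each stage (ZE, bent-cotyledon zygotic embryos; SE, mature somatic embryos), as bars for those higher and lower in *vtc2-5*. D7I and SE hold most of the calls, with 451 higher and 163 lower at D7I and 384 higher and 490 lower at SE. At D7I quantile normalization gave 411 higher and 215 lower and median centring 300 and 267, and at SE they gave 462 and 329, and 539 and 186.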

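In mature somatic embryos, 4 of 5 wound response, 3 of 9 nuclear photosynthesis and 2 of 9 lipid transfer genes were higher in *vtc2-5* than in WT, and the clock gene *GIGANTEA* and the flowering gene *FD* were lower. Each of the 3 lists passed in camera, and none with an estimated correlation (adjusted p = 0.126 for each). In limma 384 probe sets were higher and 490 lower (462 and 329 with quantile normalization, 539 and 186 with median centring), with a median difference of all genes of -0.15 on the log2 scale. *AT2G43590*, the chitinase family gene that WT explants had raised during induction, had a signal of 1025 ± 91.1 in *vtc2-5* and 50.9 ± 43.1 (SD, n = 2) in WT, a log2 difference of 4.65 (standard error 0.51, adjusted p = 0.00498 from limma). *ADPG1*, a polygalacturonase gene of cell separation, was higher by 5.49 at signals below 30 (by 0.86, and no longer called, with an offset of 30 chosen after seeing the data). *GIGANTEA* (*GI*) had 503.2 ± 27.6 against 1152 ± 40.3 (log2 -1.20), and *FD* mean signals of 4.83 and 53.4 (log2 -3.46, adjusted p = 0.0210). The calls of *ADPG1* and *GI* were lost without *vtc2-5* somatic embryo replicate 1 (adjusted p = 0.0524 and 0.0692), and that of *FD* without WT replicate 1 or either *vtc2-5* array (adjusted p = 0.0507 to 0.0888). Of 5 measured wound, touch and chitin response genes, 4 were higher (4 adjusted over the list alone), with a median log2 difference of 2.49 and an adjusted p of 8.22e-05 from camera (adjusted p = 0.126 with an estimated correlation). *WRKY53* had 241.8 ± 26.0 against 31.5 ± 16.9 (log2 3.05, adjusted p = 0.0194), the calmodulin-like gene *CML38* 1093 ± 190 against 146 ± 16.5 (log2 2.90), and the zinc finger gene *STZ* 3416 ± 752 against 601.2 ± 53.4 (log2 2.49). *WRKY53* is named in Table 1, so the list is not independent of the study. None of the 4 was called without WT replicate 1 or either *vtc2-5* array, while the list still passed (adjusted p = 5.75e-05 to 9.72e-04 from camera). The number of calls was 327 and 1924 without WT somatic embryo replicates 1 and 2, and 74 and 200 without *vtc2-5* replicates 1 and 2. Of 32 named genes that passed, 13, 22, 10 and 10 were still called. Array weights left 61 probe sets higher and 32 lower, and 11 of the 32 named genes called.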

A large number of mRNAs (953) were also differentially expressed in mature somatic embryos (Supplementary Dataset S1).

Figure 6 lists selected GO terms enriched in sets of genes either up- or downregulated in response to AA deficiency during SE (a complete list of GO terms and their enrichment values are given in Supplementary Dataset S1). At the bent-cotyledon stage of ZE, AA deficiency resulted in a selective induction of the genes in the GO terms involved in stress responses, such as peroxisome and response to osmotic stress. 

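The genes that the supplementary sheets list as higher in *vtc2-5* zygotic embryos were also higher in the signals used here, by amounts that no adjusted test reached. Of the 27 loci listed, 13 were measured by 14 probe sets, and all 14 were higher in *vtc2-5*, 11 of them at least 2-fold. The log2 differences ran from 0.72 to 2.71 with a median of 1.38, and in 13 of the 14 both *vtc2-5* arrays lay above both WT arrays, which chance gives for 16.7%. In limma 0 of the 14 passed. *AT3G53400* had 2366 ± 500 against 894.5 ± 58.4 (SD, n = 2), a log2 difference of 1.39 (standard error 0.20, adjusted p = 0.0756 from limma). The peptide gene *CPUORF47* had 1993 ± 428 against 773.7 ± 192 (log2 1.37, adjusted p = 0.183), and the sucrose phosphate phosphatase family gene *AT2G35840* had 950.0 ± 152 against 387.2 ± 329 (log2 1.61, adjusted p = 0.542). The loci were chosen by the study on these samples, so their direction is not independent evidence. Of the cold and abscisic acid response genes measured, *COR47* had a mean signal of 754.3 in *vtc2-5* and 794.5 in WT, and the list did not pass (median log2 -0.02, and 0.15 with quantile normalization; adjusted p = 0.981 from camera).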

Included in these categories were three highly expressed cold-shock-domain proteins, *GLYCINE-RICH PROTEIN 2* (*GRP2*), *GRP7*, and *GRP8*. Starch catabolism was also enriched, whereas GO terms containing genes involved in lipid metabolic process were downregulated in *vtc2*.

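Table 1 genes for a lipase, a lipid transfer protein and putative wall proteins were lower in *vtc2-5* zygotic embryos and highest in WT replicate 1, and none passed the test. *AT4G38080*, a hydroxyproline-rich protein gene, had a signal of 154.6 ± 181 in *vtc2-5* and 2114 ± 1595 (SD, n = 2) in WT, a log2 difference of -4.37 (standard error 1.42, adjusted p = 0.530 from limma). The GDSL lipase gene *AT2G23540* had 91.1 ± 50.3 against 971.9 ± 864 (log2 -3.17, adjusted p = 0.632). *AT1G19900*, a galactose oxidase family gene, had 233.8 ± 230 against 1487 ± 1362 (log2 -2.75, adjusted p = 0.622), and the lipid transfer protein gene *AT2G48130* had 150.7 ± 141 against 778.7 ± 716 (log2 -2.38, adjusted p = 0.622). In each of these 4 genes both *vtc2-5* arrays lay below both WT arrays, a direction for which the table had selected them. The jasmonate methyltransferase gene *JMT* had 97.8 ± 48.0 against 196.1 ± 94.7 (log2 -1.01, adjusted p = 0.887), with overlapping arrays. The other lipid transfer protein genes hardly differed: *AT5G38160* had mean signals of 16779 and 18654, and *AT5G01870* 9672 and 9982. The list of 9 had a median log2 difference of -0.17 (adjusted p = 0.734 from camera, 0 of 9 by limma and 0 adjusted over the list alone). Of 19 starch breakdown genes 2 were measured, and the list was not tested.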

**Fig. 6.**
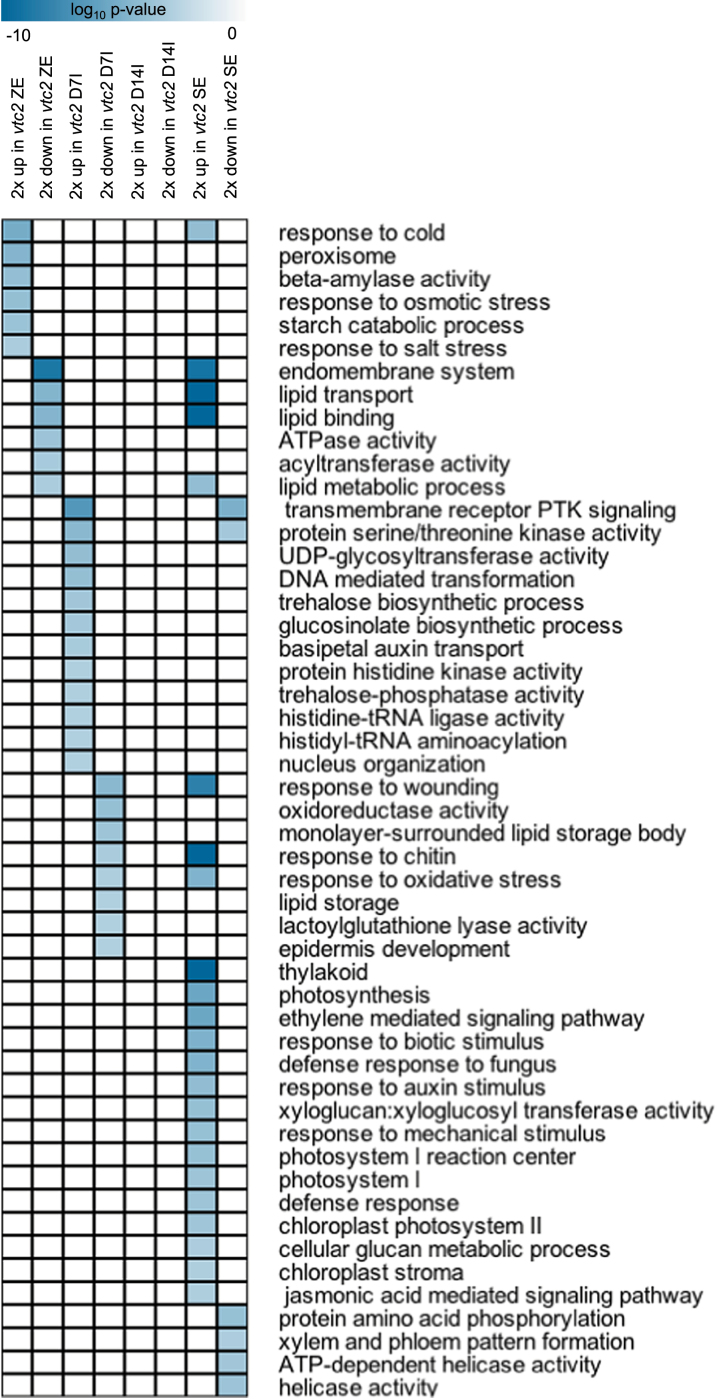
Selection of statistically enriched GO terms (*P*<0.001, hypergeometric distribution) in sets of genes that were >2-fold up- or downregulated in the *vtc2-5* mutant compared with the WT at each stage of SE. A complete list of all enriched GO terms is given in Supplementary Dataset S2. A darker colour represents greater statistical enrichment. (This figure is available in colour at *JXB* online.)

To provide insight into the gene regulatory networks predicted to be operative within differentially expressed gene sets, the ‘Analysis’ tool in ChipEnrich was used to model transcriptional circuits in *Arabidopsis* (Belmonte *et al.*, 2013; Supplementary Dataset S1). This program associates lists of genes with enriched GO terms and known DNA sequence motifs with transcription factors (TFs) that are predicted or known to bind to that promoter sequence using the ATH1 GeneChip as reference. The program can then generate a module that represents such relationships. Figure 7A shows a predicted RVE8-Evening Element transcriptional module within *vtc2* zygotic embryos. This module is predicted to regulate genes associated with β-amylase activity (*β-AMYLASE 3*, At4g17090; *β-AMYLASE*, At4g15210) and genes responsive to osmotic stress and the peroxisome (*GRP7*, At2g21660; *GRP8*, At4g39260), and was validated using qRT-PCR (Fig. 7B).

**Fig. 7.**
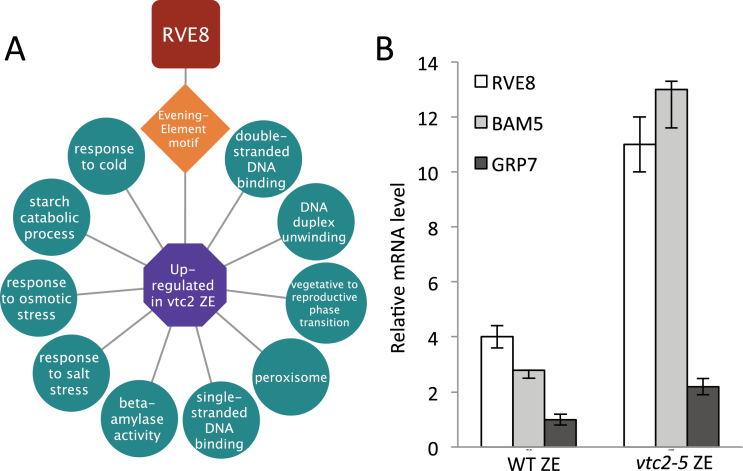
*vtc2-5* bending cotyledon zygotic embryo transcriptional module. (A) *RVE8*-Evening Element transcriptional module underlying bent-cotyledon zygotic embryos in genes upregulated in *vtc2-5* as predicted using ChipEnrich software. The mRNAs within the enriched GO terms (circles) upregulated in *vtc2-5* zygotic embryos were predicted to be under the control of the Evening Element DNA motif (diamond), which is regulated by the TF (octagon) *RVE8* (*REVEILLE8*). (B) Quantitative PCR validation of *RVE8* (*REVEILLE 8*), *BAM5* (*β-AMYLASE 5*), and *GRP7* (*GLYCINE-RICH PROTEIN 7*) gene activity found in the module. (This figure is available in colour at *JXB* online.)

At D7I, enrichment of GO terms associated with sets of genes differentially expressed in *vtc2-5* compared with WT includes basipetal auxin transport, UDP-glycosyltransferase activity, and the trehalose biosynthetic process. 

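Glucosyltransferase genes went both ways in *vtc2-5* at D7I, and auxin response genes leaned upward without passing as a group. Of 47 UDP-glycosyltransferase genes, 4 were higher and 1 was lower in limma, with a median log2 difference of -0.13, a mean of 0.04 and an adjusted p of 0.677 from camera. Of 10 auxin response genes, 8 were above WT, with a median of 0.45 (adjusted p = 0.340 from camera), and 0 passed over all probe sets while 1 was higher adjusted over the list alone. The Aux/IAA gene *IAA20* had a mean signal of 705.6 in *vtc2-5* and 242.6 in WT, a log2 difference of 1.54 (standard error 0.37, adjusted p = 0.0534 from limma). The conjugation gene *GH3.3* had 7509 against 5202 (log2 0.53), and *LBD16* had 2299 against 4217 (log2 -0.89, adjusted p = 0.164). Of 13 auxin transport genes and 18 trehalose synthesis genes, 0 were measured.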

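Of the stress and defence genes that Table 1 lists at D7I, 7 were measured, and all 7 were higher in *vtc2-5* than in WT, 2 of them passing. The study picked them as higher on these same samples, so the shared direction was given in advance. *WRKY33* and *MYB15*, which the table lists as lower, are not analysed here. *AT4G33560*, a wound-responsive family gene (chromosome 4, 16135157 to 16135921), had a signal of 2310 ± 143 in *vtc2-5* and 628.4 ± 163 (SD, n = 2) in WT, a log2 difference of 1.90 (standard error 0.32, adjusted p = 0.0202 from limma). The peroxidase gene *AT2G22420* had 2130 ± 4.13 against 946.3 ± 2.91 (log2 1.17, adjusted p = 0.0287). The first call was lost without WT replicate 1 or either *vtc2-5* array (adjusted p = 0.0867 to 0.112), the second without any 1 array (adjusted p = 0.0834 to 0.141). The peroxidase gene *Prx37* had 636.2 ± 57.6 against 141 ± 105 (log2 2.40, adjusted p = 0.0520), the defensin gene *PDF2.5* 227.2 ± 203 against 29.9 ± 26.1 (log2 2.91, adjusted p = 0.0884), and the cold response gene *COR47* 4584 ± 1263 against 1908 ± 828 (log2 1.31, adjusted p = 0.0689). *AT4G09940* and *AT5G58750* were higher by 2.60 and 2.02 on the log2 scale (adjusted p = 0.0697 and 0.0511). Within the list of wound, touch and chitin response genes the members parted. *WRKY22* fell to 137.2 ± 36.5 from 349.5 ± 86.2 in WT (log2 -1.35, adjusted p = 0.0469; lost without any 1 array, adjusted p = 0.0726 to 0.242), *STZ* was lower by a log2 of -1.91 (adjusted p = 0.0810), and *CML38* was higher by 1.58 (adjusted p = 0.108). Adjusted over the list alone, 1 of the 5 was higher and 2 were lower, and the list did not pass (median -0.64, adjusted p = 0.340 from camera). Of 30 ethylene synthesis and signalling genes 1 was measured, and the list was not tested.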

Several ethylene and wounding-response genes were also upregulated. In *vtc2*, other than *VITAMIN C DEFICIENT 2*, the genes presenting the greatest downregulation were *ALLENE OXIDE CYCLASE 1*/*ALLENE OXIDE CYCLASE 2*, which encode the enzymes involved in the rate-limiting step in the formation of jasmonic acid. Several genes involved in embryo development were also downregulated.

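Seed storage and late embryogenesis transcripts, abundant in WT explants at D7I, were lower in *vtc2-5* in all 5 genes measured, although the list did not pass. The median signal of the 5 genes was 5127 and 2771 in the *vtc2-5* arrays against 14206 and 11150 in the WT arrays. The oleosin gene *OLEO3*, which coats oil bodies, differed by a log2 of -1.88, the vicilin-like storage protein gene *PAP85* by -1.18, *M17* by -0.84 and the late embryogenesis gene *AT3G15670* by -0.82. *AT3G22490*, another late embryogenesis gene (chromosome 3, 7969681 to 7970843), had 476.1 ± 224 against 2469 ± 592 (SD, n = 2), a log2 difference of -2.44 (standard error 1.84, adjusted p = 0.503 from limma). The median of the list was -1.18 (adjusted p = 0.396 from camera), with 0 of 5 genes past the thresholds in limma and 0 adjusted over the list alone. *AT3G22490* is listed in Table 1, so the list is not independent of the study. Of 23 embryo and meristem regulators 4 were measured, and that list was not tested. The receptor kinase gene *CR4*, a marker of the epidermis, was higher, with 158.2 ± 10.4 against 63.0 ± 19.5 (log2 1.36, adjusted p = 0.0479), and its call was lost without any 1 array (adjusted p = 0.0872 to 0.205).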

At D14I, no GO terms with a *P*<0.001 value were identified. However, numerous genes related to photosynthesis and lipid biosynthesis were upregulated in *vtc2*. 

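At D14I few transcripts passed as different between WT and *vtc2-5* explants. Nuclear photosynthesis genes were slightly higher in *vtc2-5*, while plastid-encoded transcripts were high in *vtc2-5* replicate 2 and low in replicate 1. In limma 4 probe sets were higher and 1 was lower, with 1024 at an unadjusted p under 0.05. Array weights gave 13 higher and 5 lower, and an offset of 30 chosen after seeing the data gave 0 and 1. Of 9 nuclear photosynthesis genes 8 were above WT, with a median log2 difference of 0.25 and an adjusted p of 0.00940 from camera (adjusted p = 0.530 with an estimated correlation; 0.194 without *vtc2-5* D14I replicate 1). By limma 0 of the 9 passed, and 1 was higher adjusted over the list alone. *LHCB4.2*, the largest, had a mean signal of 52.0 against 15.5 (log2 1.87), low beside its level in zygotic embryos. The median signal of the 69 plastid-encoded genes was 85.2 and 719.3 in *vtc2-5* replicates 1 and 2 and 167.5 and 423.4 in WT. All 69 were higher in *vtc2-5* replicate 2 than in replicate 1, with a median log2 difference of 3.06, against -0.04 for the nuclear photosynthesis genes. The plastid list did not pass (median 0.06, adjusted p = 0.990 from camera), but it passed as higher without *vtc2-5* replicate 1 (median 1.64, adjusted p = 1.52e-09; adjusted p = 0.817 with an estimated correlation) and as lower without replicate 2 (median -1.16, adjusted p = 3.69e-09; adjusted p = 0.813 with an estimated correlation). *rbcL* had 589.8 ± 766 against 145.9 ± 93.4 (SD, n = 2; log2 0.84, and -1.44 without *vtc2-5* replicate 2), and *psbB* 645.7 ± 910 against 156 ± 144 (log2 -1.17, and 3.45 without *vtc2-5* replicate 1). *ndhK* differed by a log2 of 0.54 (-0.62 without WT replicate 1 and -1.89 without *vtc2-5* replicate 2) and *psaC* by 0.96 (-0.12 and -1.65), all 4 genes with an adjusted p of 1.00 from limma. The lipid transfer protein gene *AT5G38170* had 968.1 ± 383 against 124.7 ± 0.834 (log2 2.90, adjusted p = 1.00), and its list did not pass (median 0.19, adjusted p = 0.473 from camera, 0 by limma and 0 adjusted over the list alone).

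**Figure D2:**
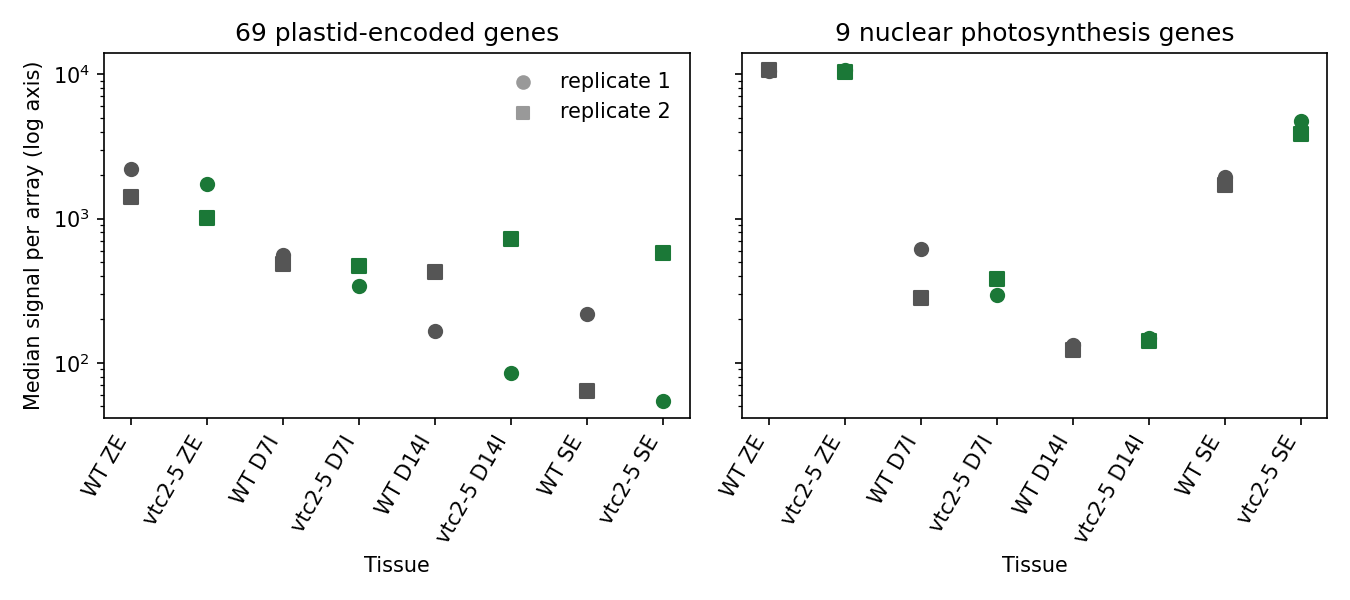
Median signal per array (log axis) of 69 plastid-encoded genes (left) and 9 nuclear photosynthesis genes (right) in WT (grey) and *vtc2-5* (green) at each stage (ZE, bent-cotyledon zygotic embryos; SE, mature somatic embryos), with a point for each of the 2 arrays. The plastid points of *vtc2-5* lie at 85.2 and 719.3 at D14I and at 54.1 and 575.5 at SE, while the nuclear points of these arrays lie close together.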

Many genes that were observed to be downregulated in D7I were upregulated at D14I, including *SUCROSE SYNTHASE 2* and *FATTY ACID ELONGATION 1*. There was an abundance of differentially expressed genes with involvement in sugar signalling, with downregulation of *GALACTIONOL SYNTHASE 2*, *GLYCOSAL HYDROLASE FAMILY PROTEIN*, *THIOGLUCOHYDROLASE 1* and *UDP-GLYCOSYL TRANSFERASE 75B1*, and upregulation of *ACIDOREDUCTONE DIOXYGENASE*, *SUCROSE SYNTHASE 2*, and *TREHALOSE-6-PHOSPHATE PHOSPHATASE*.

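The β-glucosidase gene *BGLU28* was lower and a peroxidase gene and an auxin-conjugating family gene were higher in *vtc2-5* D14I explants, but no measured gene that Table 1 lists at D14I passed the test. *BGLU28* (chromosome 2, 18346306 to 18350026) had a signal of 427.5 ± 24.9 in *vtc2-5* and 1413 ± 51.6 (SD, n = 2) in WT, a log2 difference of -1.73 (standard error 0.41, adjusted p = 0.475 from limma). The auxin-conjugating family gene *AT5G51470* had 77.6 ± 19.5 against 10.1 ± 4.63 (log2 3.00), and the peroxidase gene *AT4G08780* had 513.5 ± 41.7 against 183.2 ± 19.3 (log2 1.49). *AT3G22490* had 455.7 ± 43.4 against 984.1 ± 66.6 (log2 -1.11). In these 4 genes the arrays of the genotypes did not overlap. Table 1 had selected them as changed on these same samples, so this is not independent evidence. The named gene that passed was *AT1G75460*, a Lon protease family gene, with 16.6 ± 2.18 against 3.96 ± 1.23 (adjusted p = 0.0193), lost without WT replicate 2 (adjusted p = 0.0620) or *vtc2-5* replicate 2 (adjusted p = 0.0668), and also without *vtc2-5* replicate 1. Of 11 sucrose synthase and dark-induced genes 0 were measured, and *GOLS2* and *UGT75B1* were not analysed here.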

At the maturation stage of somatic embryo development, GO terms of photosynthesis and thylakoid were statistically enriched. 

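In mature somatic embryos every nuclear photosynthesis gene measured was higher in *vtc2-5* than in WT, in both arrays. All 9 genes had both *vtc2-5* arrays above both WT arrays, with a median log2 difference of 1.07 and an adjusted p of 2.46e-07 from camera (adjusted p = 0.126 with an estimated correlation). In limma 3 of the 9 passed, and 4 adjusted over the list alone. *PSBW*, a small subunit of photosystem II (chromosome 2, 13019028 to 13020311), had a signal of 5760 ± 882 in *vtc2-5* and 2269 ± 103 (SD, n = 2) in WT, a log2 difference of 1.34 (standard error 0.16, adjusted p = 0.00699 from limma), a call that held without any 1 array. The photosystem I gene *PSAE-1* had 4287 ± 652 against 1496 ± 436 (log2 1.54, adjusted p = 0.0290), and *LHCB4.1* 6786 ± 76.7 against 3308 ± 1056 (log2 1.07, adjusted p = 0.0499). Both calls were lost without any 1 of the 4 arrays (adjusted p = 0.0512 to 0.183), while the list passed without each (adjusted p = 1.54e-09 to 0.00218 from camera). Plastid-encoded genes were also higher on average, with 63 of 69 above WT, a median of 0.76 and an adjusted p of 2.08e-04 from camera (adjusted p = 0.846 with an estimated correlation), but 0 passed in limma and 0 adjusted over the list alone. Of the 69, 5 had both *vtc2-5* arrays above both WT arrays. Chance gives 16.7% for a single gene, but these genes moved together by array. Their median signal was 54.1 and 575.5 in *vtc2-5* replicates 1 and 2 and 216.6 and 64.0 in WT. The plastid list was lost without WT replicate 2 (adjusted p = 0.911) and turned below 0 without *vtc2-5* replicate 2 (median -0.64, adjusted p = 0.552). *psaC* had 293.5 ± 399 against 31.8 ± 23.7 (adjusted p = 0.655 from limma), higher on the log2 scale too but lower by -1.22 without *vtc2-5* replicate 2, and *rps2* 170.4 ± 202 against 53.7 ± 44.5 (log2 1.09, and -0.67 without it).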

Genes belonging to the GO term ethylene-mediated signalling, such as *ETHYLENE FORMING ENZYME* and *ETHYLENE-RESPONSIVE ELEMENT-BINDING PROTEIN*, were also significantly increased in tissues deficient in AA, while *ETHYLENE OVERPRODUCER 1*, an inhibitor of ethylene biosynthesis, was downregulated. 

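The lipid transfer protein genes measured, 4 of 9 of which were high in WT zygotic embryos, were all higher in *vtc2-5* than in WT mature somatic embryos. *AT5G01870* (chromosome 5, 337128 to 337914) had a signal of 7911 ± 1044 in *vtc2-5* and 1347 ± 599 (SD, n = 2) in WT, a log2 difference of 2.62 (standard error 0.28, adjusted p = 0.00498 from limma), a call that held without any 1 array. *AT5G38170* had 2763 ± 732 against 59.6 ± 82.7 (log2 7.87, adjusted p = 0.0302), and lost its call without either *vtc2-5* array (adjusted p = 0.136 and 0.0891). Its size depends on the WT arrays, with a log2 difference of 4.52 and 11.22 without WT replicates 1 and 2, and of 5.34 with an offset of 30 chosen after seeing the data. Its neighbours *AT5G38180* and *AT5G38160* were higher by 6.42 and 3.83 on the log2 scale (adjusted p = 0.0553 and 0.0522), and *AT5G38195* by 2.61. All 9 genes of the list were above WT, with a median of 2.61 and an adjusted p of 8.43e-06 from camera (adjusted p = 0.126 with an estimated correlation). In limma 2 of the 9 passed, and 5 adjusted over the list alone. Without each somatic embryo array in turn the list passed with an adjusted p of 3.14e-06 to 7.82e-05. Table 1 lists *AT5G38170* and *AT5G01870*, so the list is not independent of the study. Other genes of Table 1 that were higher at this stage are *ECS1*, with 3033 ± 941 against 100.9 ± 25.5 (log2 4.90, adjusted p = 0.0206; lost without WT replicate 1 or either *vtc2-5* array, adjusted p = 0.0641 to 0.118), and *AGL87*, with 710.0 ± 107 against 84.2 ± 101 (log2 3.98, adjusted p = 0.0525). *PDF1.4*, *AT3G62550* and *AT5G18600* were higher by 1.49, 2.45 and 2.08 and did not pass (adjusted p = 0.148, 0.126 and 0.0611). *BGLU28* was lower, with 70.2 ± 1.34 against 229.7 ± 66.2 (log2 -1.68, adjusted p = 0.0414), and lost its call without any 1 array (adjusted p = 0.0831 to 0.160). *AT3G22490* had 42.5 ± 17.2 against 164.4 ± 229, with a log2 difference of 0.46 (adjusted p = 0.908) and -3.00 without WT replicate 1.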

Genes belonging to the GO terms lipid metabolic process and lipid transport were upregulated.

### Analysis of DPs of co-expressed gene sets

Since the analysis presented above is limited in space to a particular stage of SE, DPs of co-expressed gene sets that vary in both space and time were identified. FKM clustering of both WT and *vtc2* datasets provided a global framework for gene activity between the two genotypes. Thirteen DPs were found following the clustering analysis with a Pearson correlation coefficient of 0.85 (Supplementary Fig. S4). The number of genes per pattern varied from 138 in DP13 to 2443 in DP8, although the majority of DPs had at least 500 genes or more (Supplementary Dataset S1). 

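Transcripts of the 8 groups fell into patterns in which *vtc2-5* D7I tissue mostly resembled D14I tissue more than WT D7I tissue did. Fuzzy c-means clustering of the centred and scaled group means, with 15 centres and a correlation of at least 0.85 with the centre, placed 11029 of the 19102 probe sets with a signal above 30 in a group. The 15 patterns held 176 to 1891 probe sets. In 11 of them the centre of *vtc2-5* D7I lay nearer to that of D14I than the WT D7I centre did. With 10 or 20 centres this was so in 9 of 10 and 14 of 17 patterns, with a fuzzifier of 1.5 in 8 of 11, and with another seed in 11 of 15. Probe sets called in opposite directions at D7I and in mature somatic embryos numbered 78, against 12.5 expected of independent lists, while 7 were higher and 3 lower at both (7.61 and 3.51 expected). Both lists share the variance estimates of the same fit, so independent lists are only a rough baseline. These counts were not repeated with single arrays left out. Among the opposite calls is *WRKY22*, lower at D7I and higher in mature somatic embryos (log2 1.54, adjusted p = 0.0258 from limma). Its call at D7I was lost without any 1 array, and that in somatic embryos without WT replicate 1 or either *vtc2-5* array.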

Some sets of mRNAs from *vtc2* appeared to respond more quickly to induction conditions. DP5, DP6, and DP7 showed mRNAs of D7I that were more closely related to D14I (Fig. 8), suggesting that the *vtc2* mutant had accelerated reprogramming of cellular constituents required for SE. 

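At D7I, *vtc2-5* explants had moved farther along the path from the zygotic embryo to D14I than WT explants of the same age. The path was defined by the 7458 probe sets that changed from WT zygotic embryos to WT D14I, with a position of 0 at the first and 1 at the second. The contrast that chose them holds no D7I array, though those arrays enter the variance of the fit. The WT D7I arrays lay at 0.799 and 0.815 and the *vtc2-5* arrays at 0.864 and 0.893, means of 0.807 ± 0.0113 and 0.878 ± 0.0209 (SD, n = 2). The difference of 0.0714 is larger than the spread of either pair, and the exact two-sided permutation p was 0.333, the smallest that 2 arrays against 2 allow. It was 0.0588 over the rising and 0.0829 over the falling probe sets. Of the 328 probe sets on the path that differed at D7I, 236 were shifted towards D14I in *vtc2-5* (165 rising and 71 falling) and 92 towards the zygotic embryo. *AT4G33560* is a rising example, with mean signals of 628.4 in WT D7I, 2310 in *vtc2-5* D7I and 3333 in WT D14I. Photosynthesis genes, which fall along this path, were lower in *vtc2-5* D7I, with a median log2 difference of -0.38 and 7 of 9 below WT (adjusted p = 0.0158 from camera, adjusted p = 0.543 with an estimated correlation). That list was lost without WT D7I replicate 1 (adjusted p = 0.378) or *vtc2-5* replicate 1 (adjusted p = 0.0702), and 0 of 9 genes passed in limma, with 1 lower adjusted over the list alone. From patterns in which *vtc2-5* D7I was closer to D14I (Fig. 8), the paper proposes that the mutant reprogrammed its cells faster.

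**Figure D3:**
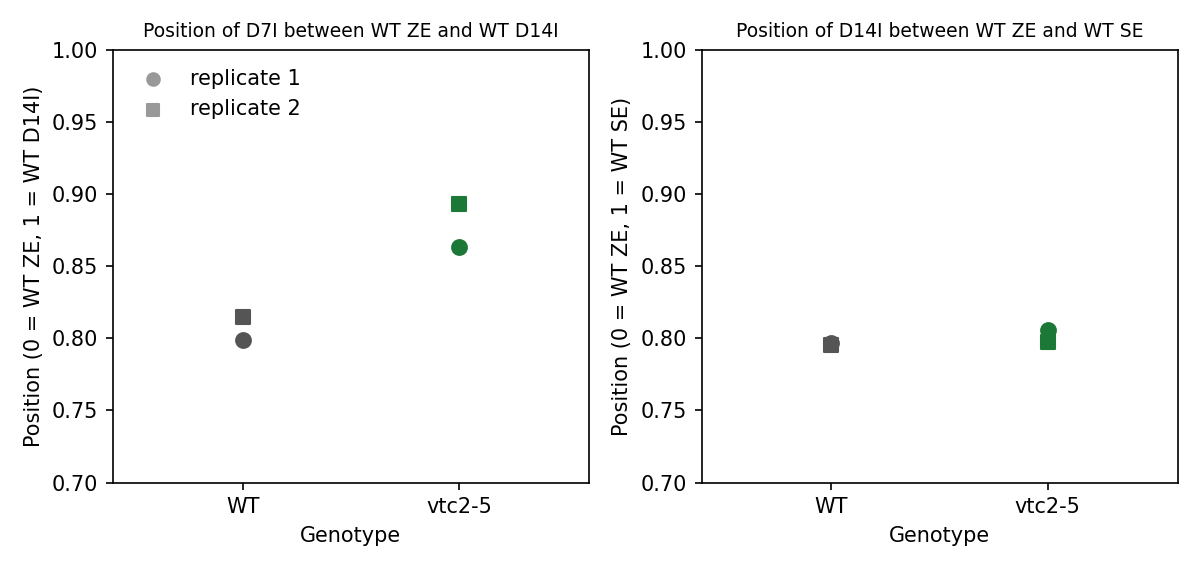
Position of each array between WT zygotic embryos (ZE, 0) and WT D14I (1) for D7I (left), and between WT zygotic embryos (0) and WT mature somatic embryos (SE, 1) for D14I (right), with a point per array in WT (grey) and *vtc2-5* (green); the axis starts at 0.7. At D7I the *vtc2-5* points (0.864 and 0.893) lie above the WT points (0.799 and 0.815), and at D14I the points lie between 0.795 and 0.806.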

Interestingly, a number of GO terms associated with cell signalling, proliferation, and organization were statistically enriched within these patterns, including the Golgi apparatus, nuclear envelope, and cell division. Genes belonging to the GO term sugar-mediated signalling were enriched in DP6. A large number of GO terms associated with the mitochondria were also statistically enriched during the induction phase of the SE process, suggesting that cellular respiration may be a paramount event during cell proliferation/dedifferentiation in *Arabidopsis*.

**Fig. 8.**
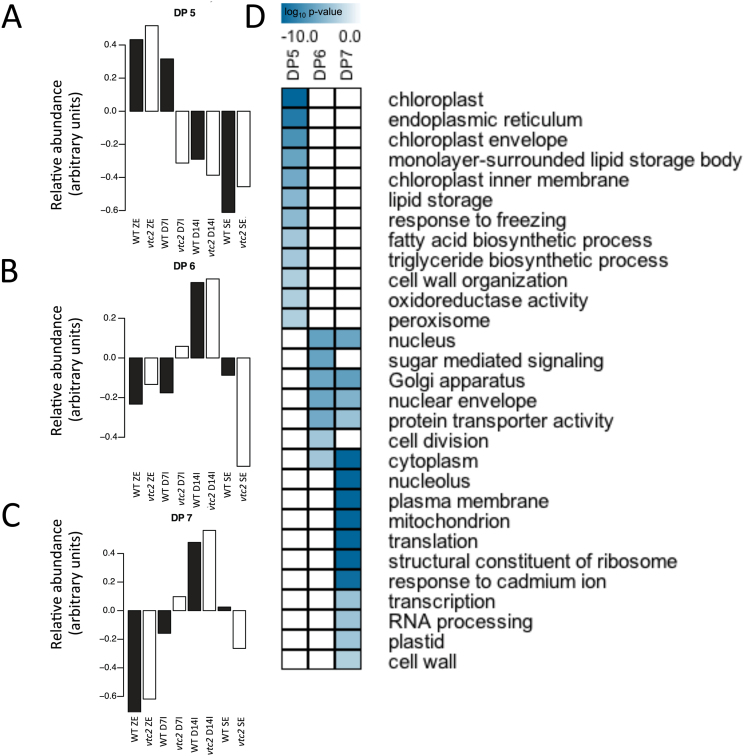
Identification of dominant patterns (DPs) of gene activity and functional categorization of genes differentially expressed between WT and *vtc2* tissues. (A) DP5 showed that gene activity in WT (filled bars) D7I was more like that of zygotic embryos compared with *vtc2-5* (open bars). (B) Accelerated gene activity in *vtc2-5* at D7I (DP6). (C) Accelerated gene activity during SE induction in *vtc2-5* (DP7). Thirteen DPs were identified using a modified FKM analysis with a Pearson correlation cut-off value of 0.85. A complete list of the mRNAs belonging to each DP is given in Supplementary Dataset S1. (D) Representative GO terms corresponding to DP5, DP6, and DP7. The listed GO terms were statistically enriched (*P*<0.001, hypergeometric distribution) between *vtc2-5* and WT tissues. A complete list of all enriched GO terms is given in Supplementary Dataset S2. A darker colour represents more statistically enriched GO terms. (This figure is available in colour at *JXB* online.)

To gain further insight into the predicted transcriptional regulation of SE in *Arabidopsis*, a transcriptional module algorithm was used to identify possible TF regulators. 

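On the path from the zygotic to the mature somatic embryo, WT and *vtc2-5* explants lay at nearly the same position at D14I. Over the 6267 probe sets that changed from WT zygotic embryos to WT mature somatic embryos, the WT D14I arrays lay at 0.797 and 0.795 and the *vtc2-5* arrays at 0.806 and 0.797, where 0 is the zygotic and 1 the somatic embryo. The means were 0.796 ± 0.00105 and 0.802 ± 0.00604 (SD, n = 2), a difference of 0.00537 (exact two-sided permutation p = 0.333, the smallest possible here). The difference was 0.0322 over rising and -0.0407 over falling probe sets, and ran from -0.00238 to 0.0120 when single arrays were left out, the lowest without *vtc2-5* D14I replicate 1. The oxygen-responsive gene *AT5G10040* had mean signals of 795.3 in *vtc2-5* and 844.2 in WT at D14I. Of 17 class I homeobox genes 0 were measured.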

DP12 showed mRNAs in *vtc2* D14I that were more similar to those of mature somatic embryos (Fig. 9A), further demonstrating an accelerated SE programme in *vtc2* mutants. The model associated *ARABIDOPSIS THALIANA HOMEOBOX* (*ATHB*) genes *ATHB1*, *ATHB5*, *ATHB6*, *ATHB16*, and *ATBH53* TFs from DP12 with the enriched ATHB6-binding site motif (Fig. 9B). This model predicted these TFs to regulate cellular components such as cell wall, vacuole, and genes that respond to ethylene and gibberellin synthesis. A complete list of enrichment data and the files required to produce this module in Cytoscape can be found in Supplementary Datasets S1–S3. The presence and relative mRNA abundance of these TFs was then validated using qPCR, and showed similar patterns of expression to the microarray (Fig. 9C).

**Fig. 9.**
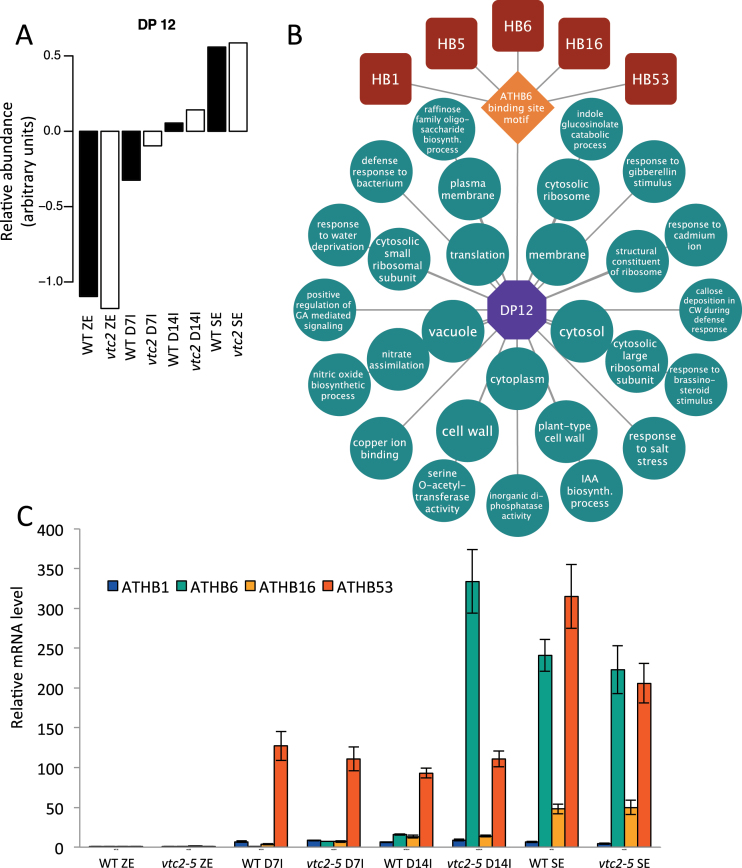
Predicted gene regulatory network controlling somatic embryo development. (A) DP12 showing the relative mRNA levels during SE in both WT and *vtc2* tissues. (B) Predicted homeobox-regulated transcriptional module underlying somatic embryo development. (C) Quantitative PCR showing increased levels of *ATHB1* (*ARABIDOPSIS THALIANA HOMEOBOX 1*), *ATHB6*, *ATHB53*, and *ATHB16* in somatic embryo tissues. (This figure is available in colour at *JXB* online.)

## Discussion

The current study demonstrates how the process of SE can be improved through genetic manipulation of cellular AA levels in *Arabidopsis* using the *vtc2-5* mutant. Depletion of AA through *vtc2-5*, a previously uncharacterized allele of *VTC2*, was confirmed with qRT-PCR and enzymatic assays, and further complemented with global mRNA profiling and gene regulatory network analysis. Alterations in *vtc2-5* resulted in both an increase in callus weight and an increase in the number of somatic embryos produced per callus. The remarkable cellular and morphological characteristics of the *vtc2-5* mutant as it proceeds through SE are guided by large gene sets predicted to control a suite of biological processes in space and time.

### Effect of AA deficiency on antioxidant status during SE

A number of attempts have been made to improve the SE process through alterations to the induction or maturation medium (Ikeda‐Iwai *et al.*, 2003; George *et al.*, 2008) or through experimental changes in the cellular redox state using enzyme inhibitors (Belmonte and Stasolla, 2007). In the current study, we attempted to experimentally alter the cellular redox state using a mutant defective in vitamin C biosynthesis genes, *vtc2-5*, during SE. Over the course of SE, the *vtc2-5* mutant had a higher ASC:DHA ratio compared with WT tissues (Fig. 2B). This higher ratio was accompanied by improved callus formation, an effect that was further compounded by supplementation of the phytohormone 2,4-D (Fig. S3). While increased cellular redox ratios have been shown to promote tissue proliferation in other plant systems (Belmonte and Stasolla, 2007), to the best of our knowledge, this is the first report to show changes in the cellular ASC redox ratio during SE of *Arabidopsis*. Interestingly, enzymes responsible for maintaining a more reduced cellular environment, such as APX and DHAR, showed similar activities between WT and *vtc2* tissues (Fig. 2D–G), suggesting that the ratio between reduced and oxidized forms of AA may not be the only trigger guiding the control of cell division processes, but rather the total cellular AA levels may also be responsible. Change in ASC:DHA ratios in *vtc2-5* were probably not a result of differences in antioxidant enzyme activity (Fig. 2D–G). However, this does not preclude the possibility that changes in the AA redox state may be triggered through *de novo* biosynthesis or catabolic reactions, or through the coupling of AA to the cellular glutathione pool (Foyer and Noctor, 2011).

While the ratio of ASC:DHA was higher in *vtc2-5* tissues compared with WT, even after being transferred to maturation medium lacking 2,4-D, the large number of embryos that form per callus may be a result of an expanded *STM* mRNA domain during induction (Fig. 3D). Ectopic expression of *STM* in *Arabidopsis* has resulted in improved production of cells capable of producing somatic embryos in *Arabidopsis* and *Brassica napus* (Elhiti *et al.*, 2013), and is probably guided by a complex network of interacting partners controlling the redirection of cell fate that may involve *VTC2*.

### SE is associated with large shifts in gene activity in WT and *vtc2-5* tissues

Global mRNA profiling of SE in WT tissues showed major shifts in gene activity during the culturing process and may be a result of (i) auxin treatment to induce callus formation; and (ii) auxin removal to induce somatic embryo maturation (Fig. 4A). Changes in gene activity were further scrutinized using enrichment analysis and a number of GO terms and genes associated with cell development and organization were found to be enriched early in the induction phase, supporting the structural changes noted above. When comparing WT with *vtc2-5* deficient tissues, hierarchical clustering analyses showed that the genotypes tended to cluster based on developmental stage (Fig. 5A), and within the induction group, it was clear that, at the genetic level, tissues deficient in *VTC2* levels were more similar to the maturation phase of the WT somatic embryos. While similar numbers of genes were expressed at all stages of SE regardless of genotype, it was still not clear what sets of genes were responsible for the rapid induction of cell proliferation or the improved number of somatic embryos formed per callus.

### Bent-cotyledon zygotic embryos

Some of the differences observed early in the SE process may be explained by differential expression of gene activity in the *vtc2-5* mutant at the zygotic embryo stage compared with WT zygotic embryos. AA-deficient zygotic embryos appeared to be under a general stress response through genes associated with the cold, osmotic, and salt stress response (Table 1, Fig. 6). Gliwicka *et al.* (2013) found that the SE process was associated with the expression of many stress-response TFs in *Arabidopsis*, probably due to the placement of the zygotic embryo in culture, since SE induction is believed to be a stress response to *in vitro* culturing conditions. The upregulation of stress-related genes in the *vtc2* mutant may allow these zygotic embryos to become embryogenic competent sooner than WT zygotic embryos during induction.

**Table 1.** Selection of differentially expressed genes in vtc2-5 tissues compared with WT levels across somatic embryogenesis in Arabidopsis thaliana

Zygotic embryos				Day 14 induction (cont.)	
Gene	Name	Fold change	Gene	Name	Fold change
**AT4G38680**	GRP2 (Cold-shock domain protein)	12.75	AT2G26400	ARD (Acireductone dioxygenase)	3.07
**AT2G21660**	ATGRP7 (Cold, circadian rhythm)	4.90	AT5G51470	Auxin-responsive GH3 family protein	3.00
**AT4G39260**	ATGRP8 (Cold, circadian rhythm)	4.20	AT4G34520	FAE1 (Fatty acid elongation)	2.74
**AT2G35840**	sucrose-phosphatase 1 (SPP1)	2.73	AT3G56400	WRKY70 (WRKY DNA-binding protein 70)	2.65
**AT4G17090**	BAM8 (β-amylase 8)	2.63	AT4G08780	Peroxidase superfamily protein	2.37
**AT4G15210**	BAM5 (β-amylase 5)	2.04	AT5G10100	Trehalose-6-phosphate phosphatase, putative	2.31
**AT1G19640**	JMT (JA carboxyl methyltransferase)	–2.68	AT5G49190	SUS2 (Sucrose synthase 2)	2.13
**AT4G30960**	CIPK6 (CBL-interacting protein kinase)	2.56	AT5G66700	ATHB53 (Homeobox-53)	2.06
**AT5G42180**	PER64 (Peroxidase 64)	–4.75	AT3G22490	LEA (Late embryogenesis abundant protein)	–2.02
**AT2G48130**	LTP (Lipid transfer protein)	–4.88	AT1G56600	GOLS2 (Galactinol synthase 2)	–2.36
**AT1G19900**	Glyoxal oxidase-related	–7.00	AT5G17220	GSTF12 (Glutathione S-transferase)	–2.40
**AT4G26850**	VTC2 (Vitamin C defective 2)	–11.71	AT2G44460	Glycosyl hydrolase family 1 protein	–2.91
**AT2G23540**	GDSL-motif lipase/hydrolase family protein	–12.76	AT3G60140	SEN2 (Dark inducible 2)	–3.38
**AT4G38080**	Hydroxyproline-rich glycoprotein family	–16.12	AT4G26850	VTC2 (Vitamin C defective 2)	–26.06
**Day 7 induction**			**Mature somatic embryos**		
**Gene**	**Name**	**Fold change**	**Gene**	**Name**	**Fold change**
**AT5G63660**	LCR74 (Low-weight cysteine-rich 74)	8.89	AT5G38170	LTP (lipid transfer protein) family protein	59.02
**AT4G09940**	AIG1 (Avirulence induced gene)	6.29	AT1G31580	ECS1 (Glutamate-cysteine ligase)	26.96
**AT3G43190**	SUS4 (Sucrose synthase 4)	5.89	AT2G34870	MEE26 (Maternal effect embryo arrest 26)	11.80
**AT4G08770**	Peroxidase, putative	5.72	AT5G27200	ACP5 (Acyl carrier protein 5)	10.99
**AT3G23000**	CIPK7 (CBL-interacting protein kinase 7)	5.46	AT1G22590	MADS-box family protein	10.60
**AT3G05890**	RCI2B (Rare-cold inducible 2B)	4.40	AT5G59320	LTP3 (Lipid transfer protein 3)	9.87
**AT4G33560**	ETR2 (Ethylene response 2)	4.33	AT4G35770	SEN1 (Dark inducible 1)	8.62
**AT1G70290**	TPS8 (Trehalose phosphatase /synthase 8)	3.98	AT1G74670	Gibberellin-responsive protein, putative	8.12
**AT5G23020**	2-Isopropylmalate synthase	3.98	AT3G62550	Universal stress protein (USP) family protein	7.08
**AT5G58750**	Wound-responsive protein-related	3.62	AT5G26000	TGG1 (Thioglucoside dehydrolase 1)	6.87
**AT1G52150**	ATHB15 (Homeobox-15)	2.70	ATCG00020	Photosystem II reaction centre core component	6.70
**AT5G66700**	ATHB53 (Homeobox-53)	2.58	AT4G17490	ERF6 (Ethylene-responsive element binding 6)	5.73
**AT2G17870**	Cold-shock DNA-binding family protein	2.51	ATCG01060	PsaC subunit of photosystem I.	5.26
**AT5G20830**	SUS1 (Sucrose synthase 1)	2.48	AT2G38470	WRKY33 (WRKY DNA-binding protein 33)	5.07
**AT2G22420**	ERS2 (Ethylene response sensor 2)	2.47	AT5G18600	Glutaredoxin family protein	4.89
**AT1G20440**	COR47 (Cold regulated 47)	2.33	AT4G23810	WRKY53 (WRKY DNA-binding protein 53)	4.83
**AT2G22420**	PER17 (Peroxidase 17)	2.25	AT5G01870	Lipid transfer protein, putative	4.77
**AT5G65310**	ATHB5 (Homeobox-5)	2.22	AT3G56400	WRKY70 (WRKY DNA-binding protein 70)	4.74
**AT5G10100**	Trehalose-6-phosphate phosphatase, putative	2.06	AT2G46400	WRKY46 (WRKY DNA-binding protein 46)	4.46
**AT2G38470**	WRKY33 (WRKY DNA-binding protein 33)	–2.14	AT5G49190	SUS2 (Sucrose synthase 2)	4.43
**AT5G10140**	FLC (Flowering locus C)	–2.35	ATCG00140	ATPase subunit	4.10
**AT3G23250**	MYB15 (Myb domain protein 15)	–2.83	AT3G51600	LTP5 (Lipid transfer protein 5)	4.08
**AT5G49190**	SUS2 (Sucrose synthase 2)	–3.40	**AT3G25760; 70**	AOC1; AOC2 (Allene oxide cyclase 1 and 2)	4.08
**AT4G34520**	FAE1 (Fatty acid elongation)	–3.68	AT1G06080	ADS1 (Delta 9 desaturase 1)	3.57
**AT3G26790**	FUS3	–3.99	AT5G47230	ERF5 (Ethylene-responsive element binding 5)	3.42
**AT5G45830**	DOG1 (Delay of germination 1)	–4.56	AT5G23940	EMB3009 (Embryo defective 3009)	3.30
**AT3G22490**	LEA (Late embryogenesis abundant protein)	–4.95	AT1G05010	EFE (Ethylene forming enzyme)	3.29
**AT5G57550**	XTR3 (Xyloglucan endotransglycosylase 3)	–5.88	AT3G23250	MYB15 (Myb domain protein 15)	3.11
**AT3G25760; 70**	AOC1; AOC2 (Allene oxide cyclase 1 and 2)	–8.72	ATCG00160	Chloroplast ribosomal protein S2	2.95
**AT4G26850**	VTC2 (Vitamin C defective 2)	–37.97	AT1G19610	LCR78 (Low-weight cysteine-rich 78)	2.81
	**Day 14 induction**		AT4G15210	BAM5 (β-amylase 5)	2.50
**Gene**	**Name**	**Fold change**	AT1G53885	Senescence-associated protein-related	
**AT5G38170**	LTP (lipid transfer protein) family protein	6.57	AT4G17090	BAM8 (β-amylase 8)	2.34
**ATCG00680**	CP47(Subunit of photosystem II)	5.64	AT1G21970	LEC1 (Leafy cotyledon 1)	2.07
**ATCG00430**	Subunit K of NADH dehydrogenase	4.70	AT1G52150	ATHB15 (Homeobox-15)	–2.03
**ATCG01060**	PsaC subunit of photosystem I.	4.18	AT3G51770	ETO1 (Ethylene overproducer 1)	–2.09
**ATCG00140**	ATPase subunit	4.01	AT2G44460	Glycosyl hydrolase family 1 protein	–2.18
**ATCG00490**	Large subunit of RUBISCO.	3.69	AT1G80410	EMB2753 (Embryo defective 2753)	–2.41
**AT2G34870**	MEE26 (Maternal effect embryo arrest 26)	3.59	AT3G22490	LEA (Late embryogenesis abundant protein)	–2.66
**AT1G06080**	ADS1 (Delta 9 desaturase 1)	3.39	AT4G26850	VTC2 (Vitamin C defective 2)	–35.42
**ATCG00330**	30S Chloroplast ribosomal protein	3.37			

The transcriptional module algorithm was used to predict the transcriptional circuitry controlling different sets of genes between *vtc2-5* and WT tissues. The strategy to associate TFs with enriched DNA sequence motifs within sets of genes that control various biological processes provides an integrated framework for the identification of molecular mechanisms controlling plant development using large-scale data sets (Belmonte *et al.* 2013). Thus, the functional differentiation between the two genotypes may lie with the TFs controlling different sets of genes underlying the different stages of SE. The data revealed a predicted RVE8-Evening Element transcriptional module controlling sets of genes responsible for the stress response, in addition to genes encoding enzymes responsible for the breakdown of starch (Fig. 7A). The *vtc2* mutant exhibited greater *RVE8* expression compared with the WT, suggesting that AA deficiency, through either alterations in redox state or interactions through other pathways, is affecting the expression of this TF and, consequently, its targets. Lai *et al.* (2012) demonstrated that crosstalk between redox and circadian rhythm pathways are commonplace. It was determined that genes influencing redox state, including those for the production of AA, are under the regulation of clock genes, and that expression of clock genes are affected by the redox state. The presence of the genes within the *RVE8* module were validated using qRT-PCR, but functional analyses of these genes in SE should provide the necessary information required to better understand the transcriptional circuits underlying the earliest stages of this process.

### Induction

While many methods of inducing SE have been reported, not all the embryo-like structures develop fully or properly (Ikeda-Iwai *et al.*, 2003). Low yields are a common problem in SE, often resulting in extensive manipulation to the induction medium, such as supplementation with plant hormones or other stress factors (Gaj, 2004; Potters *et al.*, 2007). This study is unique in that internal stress is applied without the requirement for external stimuli. This would be an economic and long-term method to improve SE production in the absence of tedious modifications of the chemical environment of the culture. We believe that the majority of the differences in phenotype observed in the *vtc2-5* mutant are the result of the impact of AA deficiency on the induction phase of SE.

Indeed, the induction phase appears to be when the most differences in cell anatomy and gene activity between WT and *vtc2* somatic embryos occur. This suggests AA deficiency, in the presence of auxin, affects cellular metabolism and signalling, leading to enhanced callus production. These results are consistent with studies showing that auxin is necessary to initiate SE by supporting cell proliferation (Wójcikowska *et al.*, 2013), and that, combined with the reduced cellular redox status of AA, provides optimal cues for callus induction.

Our data shows a coordinated cell signalling programme is operative at the level of the GeneChip in actively dividing cells (Fig. 6). Along with increased callus size (Fig. 1B) and embryo production (Fig. 1C), differences in ultrastructure in *vtc2* cells were also observed in the induction phase. The appearance of endomembranous activity (Fig. 3G) suggests the cells are re-entering the cell cycle and actively dividing. Sheahan *et al.* (2007) reported that characteristic features of plant cells that are about to divide include the redistribution of the endoplasmic reticulum, and an increase in the number or volume of Golgi. The authors identify the function of extensive Golgi bodies as participating in the formation of new cell plate material in dividing cells. This is consistent with our data that showed increased cell division patterns in *vtc2* tissues (Fig. 3B) compared with their WT counterparts (Fig. 3A). Indeed, numerous vesicles could be found throughout the cytoplasm of *vtc2* cells (Fig. 3G).

The ability to accelerate cell division processes has important implications in plant development. Gene sets associated with accelerated cell division and developmental programmes (DP6 and DP7) showed upregulation of sugar-mediated signalling pathways and the enrichment of mitochondra GO terms in *vtc2-5* tissues (Fig. 7) and suggested that nutrients are being mobilized and energy is being produced to support the rapid cell division that occurs during induction. This is supported by anatomical evidence showing an increased prevalence of mitochondria (Fig. 3I) and the reduction in chloroplast starch content (Fig. 3H) in the *vtc2* mutant compared with WT (Fig 3E, F).

*vtc2-5* tissues may also be inherently more responsive to auxin. A relationship between auxin utilization and cellular redox states has been demonstrated in multiple systems (Hirt, 2000; Bashandy *et al.*, 2010; Iglesias *et al.*, 2010). It is possible that, due to the decreased pool of AA, *vtc2* cells are more sensitive to changes in redox state via the action of auxin, or that perhaps the reduced ASC:DHA ratio predisposes the cells to greater proliferation rates and is acted upon synergistically via auxin signalling. Auxin transport in the basipetal direction may provide the conditions necessary to promote cell division in younger tissues (Friml and Palme, 2002; Lewis *et al.*, 2007). Alternatively, *vtc2-5* tissues may exhibit an increased production of endogenous auxin. The relationship between auxin and the control of cellular redox switches controlling development warrants further investigation.

### Maturation

The maturation phase of SE represents a major shift in gene activity and appears to be accelerated in *vtc2-5*. Similarly to the AA-deficient zygotic embryo, the mature *vtc2-5* SE appears to have an elevated stress response when compared with WT. GO terms including response to cold, response to wounding, response to biotic stimulus, and defence response were all enriched in *vtc2-5* (Fig. 6). This suggests that AA deficiency continues to impart a stress in maturing embryos, and may be involved in the increased number and quality of somatic embryos being formed.

*LEC1*, a known regulator of embryo maturation (Yang and Zhang, 2010), was shown to be upregulated during SE maturation (Table 1), and is consistent with the results of Gruszczyńska and Rakoczy-Trojanowska (2011) and Ledwoń and Gaj (2011), who showed that *LEC1* activity is associated with embryogenic culture in rye and *Arabidopsis*. Since the accumulation of oil bodies coincides with embryo maturation, the upregulation of *LEC1* due to lower AA levels may be responsible for the production of the abundant oil bodies observed in *vtc2-5* somatic embryos (Fig. 3G) and is in agreement with the results of Mu *et al.* (2008) who showed that overexpression of *LEC1* in *Arabidopsis* increases fatty acid biosynthesis.

Several genes belonging to the enriched GO terms ethylene-mediated signalling pathway, jasmonic acid-mediated signalling pathway, and response to auxin were also abundant in *vtc2-5*, suggesting that a complex interaction between cellular redox state and hormone crosstalk is operative during tissue differentiation. While mutations in *vtc2* led to improved SE in *Arabidopsis* (Fig. S1), it is still not clear whether other mutations in the AA biosynthetic pathway may also exhibit similar phenotypes. If this is the case, it can be speculated that AA deficiency may improve SE in general and that increased cellular levels of AA may prevent ectopic signalling processes inhibitory to cell fate or cell survival.

### Gene regulatory networks underlying SE in *Arabidopsis*

The prediction and identification of transcriptional regulators guiding SE provide an opportunity to further dissect the molecular mechanism controlling development. The analysis presented here revealed a number of homeobox TFs predicted to control SE differentiation through regulatory pathways not found in zygotic embryos. Homeobox genes have long been associated with plant development (Hake *et al.*, 2004), and have recently been exploited in plants to improve SE in a number of species including *Arabidopsis* (Mordhorst *et al.*, 2002), canola (Elhiti *et al*., 2010, 2013), soybean (Ma *et al.*, 1994), cotton (Bouchabké-Coussa *et al.*, 2013), and spruce (Belmonte *et al.*, 2007). However, the targets of these TFs have largely remained unsolved. Here, a model is presented in which a set of homeodomain leucine zipper TFs (ATHB1, ATHB5, ATHB6, ATHB16, and ATHB53) regulates sets of genes responsible for structural components of the embryo including the cell wall, plasma membrane, and vacuole, and may also control genes that respond to phytohormones such as gibberellic acid or brassinosteroids, and through signalling molecules such as nitric oxide – all through the ATHB6-binding site motif (a complete list of predicted gene targets is found in Supplementary Dataset S2). While validation of the microarray data with qRT-PCR of the homeobox TFs confirmed their relative abundance within somatic embryos (Fig. 9C), this model is strictly predictive and requires further exploration through loss- or gain-of-function mutants and chromatin immunoprecipitation experiments.

### Conclusions

This study provides evidence that endogenous levels of AA affect the regulation of growth and development during SE. It is possible that the cellular pool of AA may serve as a signal to mediate changes in gene expression through the coordination of gene regulatory networks. Large-scale changes in gene activity were observed between and across genotypes; however, AA deficiency through alterations in *VTC2* levels appears to promote an exaggerated auxin response, especially during callus formation, and improved the number of embryos produced per explant. Finally, the integrated transcriptional module analysis provides the framework for the identification and discovery of new transcriptional regulators of SE in *Arabidopsis*.

## Supplementary data

Supplementary data may be found at JXB online.

Supplementary Table S1. List of primer sequences used to validate T-DNA insertions and qRT-PCR experiments.

Supplementary Dataset S1. Correlation table of GeneChips, MAS 5.0 data, fold change gene lists, DP gene lists and primers used for qRT-PCR experiments.

Supplementary Dataset S2. List of GO terms, DNA sequence motifs, and their enrichment.

Supplementary Dataset S3. Network and attributes files required for network visualization software Cytoscape.

Supplementary Fig. S1. (A) Gene structure of At4g26850 (*VTC2*) and insertion location for SALK_146824 and SALK_076245. (B) qRT-PCR validation of low *VTC2* mRNA levels in leaf and silique tissues of SALK_146824 (*vtc2-5*) and SALK_076245 (*vtc2-6*). (C) Percent of zygotic embryos forming callus. (D) Percentage of calli forming somatic embryos. (E) Number of mature SEs formed per explant.

Supplementary Fig. S2. (A, B) Effect of ascorbate (ASC) on somatic embryo development in WT and *vtc2-5*. ASC was supplemented in the induction medium; 10, 100, and 1000 µM ASC rescued the number of zygotic embryos capable of producing callus (A) and the frequency of explants forming somatic embryos (B). (C) Number of somatic embryos per explant.

Supplementary Fig. S3. (A) Effect of 2,4-D (0–4.5 μM) on somatic embryo induction. (B) The frequency of explants that form somatic embryos. (C) The number of mature somatic embryos formed per explant.

Supplementary Fig. S4. Dominant patterns of gene expression during SE in WT (filled bars) and *vtc2-5* (open bars).

Supplementary Data

## Abbreviations:

2,4-D: 2,4-dichlorophenoxyacetic acid
AA: ascorbic acid
APX: ascorbate peroxidase
ASC: ascorbate
ATHB: *Arabidopsis thaliana* homeobox
D7I: 7 d on induction medium
D14I: 14 d on induction medium
DHA: dehydroascorbate
DHAR: dehydroascorbate reductase
DP: dominant pattern
FDR: false discovery rate
FKM: fuzzy K means
FW: fresh weight
GO: Gene Ontology
GR: glutathione reductase
LEC: *LEAFY COTYLEDON*
MDHAR: monodehydroascorbate reductase
SAM: shoot apical meristem
SD: standard deviation
qRT-PCR: quantitative reverse transcription-PCR
RMA: Robust Multichip Average
SE: somatic embryogenesis
STM: SHOOTMERISTEMLESS
TEM: transmission electron microscopy
TF: transcription factor
VTC: *VITAMIN C DEFICIENT*
WT: wild-type
ZE: zygotic embryogenesis.

# Supplementary material for: Vitamin C deficiency improves somatic embryo development through distinct gene regulatory networks in Arabidopsis
**Source:** J Exp Bot. 2014 Aug 23;65(20):5903–18. doi: 10.1093/jxb/eru330
**Supplement:** Supplementary Data

Vitamin C deficiency improves somatic embryo development through distinct gene regulatory networks in Arabidopsis — Supplementary Data 

# Vitamin C deficiency improves somatic embryo development through distinct gene regulatory networks in *Arabidopsis*

## Supplementary Data

Data files

**Files in this Data Supplement:**

- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data

How the deposited data were processed for this re-analysis (not part of the article)

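The deposited table holds intensities on a linear scale, 1 value per probe set and array. As deposited by the authors, each array had been scaled to a 2% trimmed mean of 500. The methods describe RMA values, which the table does not hold. No scanner files were used, so that background, summarization and detection calls could not be set again. The values span 14664.7 to 39628.6 at the highest probe set of each array.

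Log2 of the intensities was taken without an offset. Groups were compared with limma 3.58.1 in R 4.3.3, in a fit of all 16 arrays with a mean for each of the 8 groups of genotype and stage, with 8 residual and 1.62 prior degrees of freedom. Adjusted p is the Benjamini-Hochberg value over 22746 probe sets, after 64 controls were set aside from 22810. A probe set was called at an adjusted p under 0.05 and a difference of at least 2-fold. The genotype effect was tested at each stage, the change between successive stages in each genotype, and the difference of the genotype effect between stages.

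Probe sets were paired with genes through the platform annotation supplied, and 13355 genes have a probe set. Where no pairing was given, no gene was named from a probe set number. Of the probe sets with 1 gene, 13436 were matched to RefSeq positions. The replicate numbers in the labels did not pair samples. Over 28 pairs of groups the correlation of replicate 1 deviations from the group mean ran from -0.139 to 0.198. The median was -0.013, and 2 exceeded 0.1. Arrays were therefore not paired.

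Genes were named by a rule fixed before the data were examined: every gene that the paper names, and up to 10 genes each way with the largest change among those called, whose arrays of the compared groups did not overlap. Members of the gene lists that passed are named too. The values of Table 1 had been seen when the rule was written. Genes known for induction by low oxygen, and the mitochondrial transcripts, were chosen after their values were seen.

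Gene lists of 31 processes were fixed in advance, and the plastid-encoded genes were taken as a further list. Lists with at least 5 measured members were tested with camera at a preset correlation of 0.01, and p values were adjusted over all lists and comparisons of a kind. Of the 31, 8 could be tested. An estimated correlation and fry served as alternatives. The 25 gene families, formed from gene symbols, were tested in the same way.

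Of the tests of the genotype effect on lists, 6 of 36 passed, of which 0 also passed with an estimated correlation and 3 with fry. Of the stage tests, 18 of 54 passed, 9 with an estimated correlation and 13 with fry. Of the families, 5 of 100 genotype tests and 8 of 150 stage tests passed, and 0 of each passed with an estimated correlation.

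The position of an array is its projection on the log2 change between the WT groups at the ends of the path, over the probe sets called for that change. Fuzzy c-means clustering used e1071 1.7.16. Multiclass SAM, the test that the methods name, was written by hand with 100 permutations and used as an alternative. Its q value covers all 8 groups at once. A SAM call in a comparison therefore needs a 2-fold difference there but no test of that difference. In simulated data in which 2% of probe sets changed, SAM recovered 0 of 455 at a 2-fold change and 308 of 455 at a 4-fold change with 25 false calls. With 30% changed it recovered 1250 of 6824 at 2-fold and 5960 of 6824 at 4-fold.

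Alternatives fixed in advance were a filter at a signal of 30, quantile normalization, median centring, array weights, a trended prior, a fit of the compared groups only, the replicate number as a block, each threshold alone, 1 probe set per gene, and leaving out each array in turn. An offset of 30 before log2 was added after the data were seen. Promoter motifs were not analysed here, because no genome sequence was used. Ribosomal protein and respiratory gene lists were not fixed and not tested.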

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

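The tests of a difference between stages were fixed before any result was known, and only the reading of the opposite calls at the end followed from seeing them. Each result here was picked out because the effect of the *vtc2-5* genotype differed between a pair of stages in a direct limma test of that difference. The genes were drawn from those already named in the genotype comparisons at single stages, mostly for a large difference in these same arrays. A smaller difference at the other stage is thus partly built in by this choice.

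From zygotic embryos to D7I, the genotype effect changed in 105 probe sets, upward in 84 and downward in 21. The low-oxygen gene *AT1G33055* changed by 3.84 on the log2 scale, *AT1G75460* by 2.77, *AT3G43670* by 3.94, *AT1G79620* by 3.81 and *AT1G48510* by 3.01. Genes picked as lower in *vtc2-5* zygotic embryos did not show that difference at D7I: *AT2G43390* changed by 6.58, the dirigent family gene *AT2G21100* by 5.46, the folate gene *FOLB1* by 3.201, *AT1G13610* by 3.098 and *AT4G37295* by 2.48. Their mean signals in *vtc2-5* zygotic embryos were below 30, and picking them for a large difference there favours a smaller one at D7I. *AT1G29180*, higher in *vtc2-5* zygotic embryos, changed by -3.23. Adjusted p for these 11 genes ran from 0.0140 to 0.0499 in limma, and none of the 11 kept its call without *vtc2-5* D7I replicate 1 or without replicate 2, while 4 kept it with the offset of 30, chosen after seeing the data, and 6 with quantile normalization. Without single arrays the count fell to 57 and 69 (WT zygotic embryo replicates 1 and 2), 75 and 56 (WT D7I), 67 and 72 (*vtc2-5* zygotic embryo), and 0 and 9 (*vtc2-5* D7I).

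From D7I to D14I the genotype effect changed in 3 probe sets, all upward, with 2538 at an unadjusted p under 0.05. The direction depended on the setting. More moved downward with a trended prior (43 upward and 81 downward), array weights (67 and 134) and the offset of 30 (27 and 46). More moved upward with the intensity filter (5 and 1), quantile normalization (5 and 2) and median centring (5 and 0). The count was 13 and 19 without WT D7I replicates 1 and 2, 0 and 0 without WT D14I replicates 1 and 2, 7 and 4 without *vtc2-5* D7I replicates, and 6 and 3 without *vtc2-5* D14I replicates. From D14I to mature somatic embryos it changed in 23 probe sets. The chitinase family gene *AT2G43590* changed by 5.62 and *AT1G76960* by 7.28 (adjusted p = 0.0315 and 0.0317 in limma). Both calls were lost without any 1 of the *vtc2-5* somatic embryo, *vtc2-5* D14I or WT D14I arrays, with the replicate block and in the fit of the compared groups only, and 1 of the 2 was lost in each of the fits without WT somatic embryo replicate 1 and with array weights. This count was 37 and 857 without WT somatic embryo replicates 1 and 2, 0 and 3 without WT D14I replicates, 1 and 7 without *vtc2-5* D14I replicates, and 3 and 4 without *vtc2-5* somatic embryo replicates.

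Between D7I and mature somatic embryos the genotype effect changed in 2583 probe sets, 759 upward and 1824 downward (944 and 1325 with quantile normalization, 1309 and 844 with median centring). The median of all genes moved by -0.15 on the log2 scale between these effects and by -0.19 between D14I and mature somatic embryos. Single arrays moved the count to 855 and 2492 (without WT D7I replicates 1 and 2), 1326 and 4370 (WT somatic embryo), 979 and 829 (*vtc2-5* D7I), and 946 and 1484 (*vtc2-5* somatic embryo).

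Genes whose effect moved upward between these stages include 3 nuclear photosynthesis genes, *PSBW* (1.71), *LHCB4.1* (1.89) and *PSAE-1* (2.28), and the wound and chitin response genes *WRKY22* (2.89), *WRKY53* (3.69) and *STZ* (4.41). Lipid transfer protein genes did so too, with *AT5G01870* at 2.66 and *AT5G38170* at 8.70. The cold response gene *COR15A* moved by 1.94, the polygalacturonase gene *ADPG1* by 5.50, *AT2G43590* by 5.74 and *ECS1* by 6.67. The others were *AT1G29020* (3.52), *AT4G07780* (3.97), *AT4G05470* (4.37), *AT2G12170* (4.45), *AT5G52740* (4.89), *AT1G51850* (5.00), *AT1G50080* (5.85), *AT1G55440* (5.89), *AT1G76960* (6.70), *AT2G22880* (6.88), *AT5G52760* (7.07) and *AT5G46295* (8.27).

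Genes whose effect moved downward include the clock gene *GI* (-1.38), the flowering gene *FD* (-3.988), the peroxidase gene *AT2G22420* (-1.29) and *AT1G33055* (-1.91). The U-box gene *AT5G40140* moved by -6.50, *AT4G09940* by -5.003, *AT4G01390* by -4.997, *AT3G61410* by -4.51, *AT2G42370* by -4.48, *AT4G36470* by -4.18 and *AT1G79620* by -4.16. Smaller changes were those of *AT5G26960* (-3.82), *AT4G04630* (-3.72), *AT1G48510* (-3.28), *AT3G43670* (-2.54), *AT5G58750* (-2.52) and *AT1G75460* (-2.087, and 0.0236 with an offset of 30 chosen after the data were seen). Adjusted p for the genes between D7I and mature somatic embryos ran from 0.00415 to 0.0401 in limma. Of 41 named genes, 27 and 25 kept their call without *vtc2-5* D7I replicates 1 and 2, 27 and 34 without WT D7I replicates 1 and 2, 26 and 34 without *vtc2-5* somatic embryo replicates 1 and 2, 34 and 41 without WT somatic embryo replicates 1 and 2, and 0 in the fit of the compared groups only.

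Of the probe sets called both at D7I and in mature somatic embryos, 78 had opposite directions, against 12.5 from independent lists. That baseline is rough, since both lists share the variance estimates of the same fit, and the count was not repeated with single arrays left out. Array scaling could give such a pattern, but with quantile normalization 64 opposite calls remained, against 10.3 from independent lists. Noise near background could too, but among 15158 probe sets above 30 in all 4 groups 68 remained, against 12.9. Both tests, set before their values were seen, speak against these explanations. Whether a biological change between the stages underlies the pattern was not tested.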

How the results depend on the processing

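The offset of 30 and the linear signals for replicates and clustering were chosen after seeing the data; the other settings were fixed earlier. Except where stated, the cause was not tested. Of 208 results for named genes, 179 passed, and over all settings 2323 values were unchanged in their call, 605 were weaker, 58 stronger and 14 reversed.

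The change from zygotic embryos to D7I in WT and *vtc2-5*, and the change from D14I to mature somatic embryos in *vtc2-5*, stayed within 1.5 times their counts under every filter, prior and scaling. The count of *vtc2-5* against WT zygotic embryos, 8, became 17 with the intensity filter, 33 with a trended prior, 3 with quantile normalization, 4 with array weights and 5 with the offset. The D7I count, 614, became 1059 with a trended prior and 1206 with array weights. The D14I count, 5, became 18 with array weights and 1 with the offset. The count in mature somatic embryos, 874, became 93 with array weights. Array weights were equal within each pair of arrays and lowest in WT somatic embryos (0.471).

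Multiclass SAM called 1367, 2778, 1105 and 2544 probe sets at the 4 stages in turn, 3684 for D14I against D7I in WT and 2790 in *vtc2-5*. Its q value covers all 8 groups, so these calls need only a 2-fold difference in a probe set that varies somewhere. The fits of the compared groups only have fewer arrays and gave 0 at every stage, 0 for D14I against D7I in both genotypes, 0 for all 4 differences of the genotype effect, and 1009 for WT mature somatic embryos against D14I. Array weights gave 1561 for *vtc2-5* D14I against D7I. Adding the replicate number as a block, which assumes a pairing that the data do not show, gave 5 for zygotic embryos, 398 for D7I, and 33, 0 and 1 for the first 3 differences of the genotype effect.

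The differences of the genotype effect between successive stages (105, 3 and 23) became 213, 6 and 176 with the intensity filter, 487, 124 and 412 with a trended prior, and 372, 73 and 532 with the offset. Median centring gave 46, 5 and 59, quantile normalization gave 7 and 98 for the last 2, and array weights gave 201 for D14I against D7I.

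A 2-fold change without a test gave 2708, 4456, 2294 and 4226 at the 4 stages, 5334 and 6631 for the later WT steps, 4360 and 8292 for those of *vtc2-5*, and 6018, 5345, 5791 and 8759 for the differences of the genotype effect. An adjusted p alone gave 1593 in mature somatic embryos. With 1 probe set per gene, which tests fewer probe sets, the counts were 302 at D7I, 0 at D14I and 404 in mature somatic embryos, 3301, 875 and 1643 for the WT steps, 3638, 384 and 2661 for those of *vtc2-5*, and 40, 0, 12 and 1295 for the differences.

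Leaving out single arrays of the groups compared gave 24 to 78 calls in zygotic embryos, 77 to 300 at D7I, 3 to 7 at D14I and 74 to 1924 in mature somatic embryos (lowest without *vtc2-5* replicate 1 and highest without WT replicate 2). The WT steps gave 5545 to 5829, 654 to 1190 and 2323 to 3632, the *vtc2-5* steps 6004 to 6334, 76 to 368 and 3824 to 4448, and the differences of the genotype effect 0 to 75, 0 to 19, 0 to 857 and 829 to 4370. The WT pattern high at D7I held 27 to 178 probe sets, that high at D7I and D14I 281 to 469, and those high in zygotic embryos, low in them and high in mature somatic embryos 1237 to 1417, 1848 to 2066 and 551 to 784. The position difference was 0.0565 to 0.0869 at D7I and -0.00238 to 0.0120 at D14I, the share shifted towards D14I was 68.6 to 76.7%, and 5 to 7 list tests passed.

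The position difference at D7I was 0.0927 as a median of ratios. At D14I it was 0.0322 over rising and -0.0407 over falling probe sets. The mean replicate correlation was 0.974 with Spearman's rho and 0.971 on linear signals. The clustering of the group means kept 6 nodes with Spearman's correlation and with linear signals. The WT patterns called by a template held 634 probe sets high at D7I, 1497 at D7I and D14I, 3149 low in zygotic embryos and 1315 high in mature somatic embryos; an adjusted p alone gave 212 and 637 for the first 2. Of the list tests of the genotype effect, 0 passed with an estimated correlation and 3 with fry. Clustering of the 16 arrays gave no number to compare, and promoter motifs were not run.

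Reversed values for named genes all lay among weak or split signals. At D14I *psbB* changed from -1.17 to 0.41 with the offset and 2.05 from linear means, and ran from -5.79 to 3.45 without single arrays (highest without *vtc2-5* replicate 1). *ndhK* ran from -1.89 (-0.62 without WT replicate 1) to 2.96, *psaC* from -1.65 (-0.12 likewise) to 3.58 and *rbcL* from -1.44 to 3.12, each lowest without *vtc2-5* replicate 2. In mature somatic embryos *AT3G22490* became -0.59 with the offset, -1.95 from linear means and ran from -3.00 without WT replicate 1 to 3.93 without WT replicate 2. *psaC* ran from -1.22 to 4.41 and *rps2* from -0.67 to 2.85, both lowest without *vtc2-5* replicate 2. The difference of the genotype effect of *AT1G75460* between D7I and mature somatic embryos became 0.0236 with the offset.

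Between 69.2 and 78.1% of probe sets had a signal above 30, so small differences in weak transcripts lie outside what these arrays can resolve. A group with 1 array left is assumed to vary like the others.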

Differences from the paper's values

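No test in this part was chosen after its result was seen, apart from the offset of 30 and the linear signals. Folds are ratios of the geometric means of the signals, *vtc2-5* over WT unless stated. The paper's values rest on RMA values and a multiway SAM test, and those here on scaled signals and limma. The measures are thus unlike, and the cause of a gap was not tested. Of 36 measured values of Table 1, 34 had the paper's direction, 7 differ by more than the standard error here, and 8 passed in limma. *AT2G22420* at D7I passed and is counted for each of its entries in Table 1, with folds of 2.47 and 2.25 under different names.

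For *AT5G38170* in mature somatic embryos the paper's fold is 59.02 and the value here is 234.0; the fold from linear means (46.4) and the fit without WT replicate 1 (23.0) fall within the error, and the other alternatives do not. For *WRKY53* at this stage the paper's fold is 4.83 and the value here 8.28, and only the fit without WT replicate 1 (5.56) comes within the error. For *AT5G01870* the paper's fold is 4.77 and the value here 6.16, and quantile normalization (5.77), the fit without WT replicate 1 (4.45) and the fit without *vtc2-5* replicate 1 (5.61) come within it, the others not.

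*BGLU28* was lower in *vtc2-5* somatic embryos by the paper's 2.18-fold and by 3.203-fold here, with median centring (2.83) and the fit without WT replicate 2 (2.61) within the error and the others outside. *AT3G22490* was lower at this stage by the paper's 2.66-fold, and the fold of WT over *vtc2-5* here is -1.38, that is, higher in *vtc2-5*. Linear means (3.86) and the fit without WT replicate 1 (8.00) have the paper's direction and fall within the error, and the others do not.

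At D14I *psbB* was higher by the paper's 5.64-fold and has a fold of -2.25 here, with linear means (4.14) and the fit without *vtc2-5* replicate 1 (10.9) within the error and the others outside. *ndhK* was higher by the paper's 4.70-fold and by 1.45-fold here. Linear means (3.01), the fit without WT replicate 2 (3.25) and the fit without *vtc2-5* replicate 1 (7.80) fall within the error, and the others do not. With the offset of 30, chosen after seeing the values and losing 0 of the 8 values of Table 1 that passed, the folds of *AT5G38170* (40.4), *WRKY53* (4.50), *BGLU28* (2.55) and *AT3G22490* (1.51) in somatic embryos and of *psbB* at D14I (1.32) come within the error, and those of *AT5G01870* (6.03) and *ndhK* (1.55) do not. With this offset *PDF2.5* at D7I, which is within the error without it, falls outside (3.75, where the paper's fold is 8.89).

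At the paper's thresholds, 8 probe sets differed in zygotic embryos and the paper's count is 70; the fits without WT replicate 2 (78) and without *vtc2-5* replicate 2 (50) come within 1.5 times, and the others do not. At D7I 614 differed and the paper's count is 1281; the intensity filter (913), a trended prior (1059) and array weights (1206) come within 1.5 times, and the others fixed in advance do not. The offset of 30, chosen after seeing the values, also comes within 1.5 times (909). It loses 0 of the 3 values of Table 1 that passed at D7I, which include both entries of *AT2G22420*. Of the 614 probe sets, 163 were lower in *vtc2-5*, where the paper's count is 648, and no alternative comes within 1.5 times.

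The mean correlation of replicates was 0.947 in WT, where the paper's value is 0.97, and Spearman's rho (0.969) and the intensity filter (0.945) have a difference no larger than the SD between stages. In *vtc2-5* it was 0.958, where the paper's value is 0.99, and neither of these alternatives reaches it. Linear signals, chosen after seeing the values, gave a mean of 0.986 (0.978 to 0.992 over the stages) in *vtc2-5* and 0.956 in WT, and have no called genes to drop.

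The paper states that D7I had the most differences between the genotypes. Here mature somatic embryos had more, 874 against 614 at D7I, while array weights (1206 at D7I and 93 in mature somatic embryos), multiclass SAM (2778 and 2544) and a 2-fold change alone (4456 and 4226) put D7I first. SAM and the 2-fold change do not test the genotype difference at a stage. Without WT replicate 1 or *vtc2-5* replicates 1 and 2 of the somatic embryos, their count was 327, 74 and 200, and without single D7I arrays the D7I count was 77 to 300. For mature somatic embryos the paper states that more transcripts were detected in *vtc2-5* than in WT. By mean signals above 30 *vtc2-5* had fewer (16995 against 17097), while both arrays exceeded 30 for more probe sets in *vtc2-5* (16399 against 15853).

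The paper lists as changed 28 gene values that did not pass in limma here. Multiclass SAM, which does not test the genotype difference at a stage, called 21 of them. The intensity filter and a trended prior called 6 each, array weights 4, quantile normalization 2 and the replicate block 1. The fits without WT somatic embryo replicate 2 called 2, and those without WT zygotic embryo or D7I replicate 1 called 1 each. The offset of 30, chosen after seeing the values, called 8.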

Other observations

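The genes of low oxygen and the weighing of plastid and mitochondrial transcripts were chosen only after their values were seen, as was the test of a faster course.

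Single genes known for induction by low oxygen, picked after their values were seen, were higher in *vtc2-5* than in WT at D7I, though their courses differed in zygotic and somatic embryos. *AT1G33055* was at 4051 in WT zygotic embryos, 168.0 at D7I, 5378 at D14I and 5413 in mature somatic embryos, and at 2854, 1604, 4481 and 14588.5 in *vtc2-5*. In somatic embryos it was higher in *vtc2-5* by 1.42 on the log2 scale (adjusted p = 0.0313 from limma). *AT5G10040* was at 29.9, 34.8, 844.2 and 252.9 in WT and at 25.6, 378.5, 795.3 and 1161 in *vtc2-5*, with a log2 difference of 2.21 in somatic embryos (adjusted p = 0.0350). *AT3G29970* did not pass at D7I: 10.9, 142.9, 4068 and 849.0 in WT and 6.44, 628.8, 4781 and 2009 in *vtc2-5* (log2 2.12 at D7I, adjusted p = 0.339). *AT4G33560* was at 1281 in WT and 2323 in *vtc2-5* somatic embryos (log2 0.91, adjusted p = 0.110). No list of such genes was fixed, so they were not tested as a group.

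The measured genes of ascorbate synthesis and recycling, 6 of 15 and 6 of 21, did not pass between the genotypes, and *VTC2* is not among them. The 6 synthesis genes had a median log2 difference of 0.11 in zygotic embryos, -0.22 at D7I, 0.04 at D14I (mean -0.04) and 0.00 in mature somatic embryos (mean -0.16, and a median of 0.18 with median centring), with adjusted p of 0.470, 0.610, 0.585 and 0.841 from camera. *VTC4*, which encodes a phosphatase of this path, was at 1198 in *vtc2-5* and 713.0 in WT at D7I (log2 0.75, adjusted p = 0.106 from limma). The 6 genes of the ascorbate-glutathione cycle had medians of 0.06, -0.06, 0.16 and -0.20 (adjusted p = 0.978, 0.990, 0.628 and 0.773). In both lists 0 genes passed and 0 adjusted over the list alone.

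Some gene families leaned the same way, though with an estimated correlation 0 passed (adjusted p = 0.913 for each). In zygotic embryos all 14 SWEET sugar transporter genes were below WT (median log2 -0.55, adjusted p = 0.0336 from camera), as were 14 of 16 mitochondrion-encoded genes (median -0.58, adjusted p = 0.00605), whose median signal was 137.7 and 88.6 in the WT arrays and 85.4 and 92.7 in the *vtc2-5* arrays, so that WT replicate 1 alone stood higher. In mature somatic embryos all 11 RALFL peptide genes were above WT (median 0.88, adjusted p = 0.00143), 19 of 20 plastid photosystem genes were above (median 1.02, adjusted p = 0.0336), and all 12 UBP family genes were below (median -0.59, adjusted p = 0.00579). Plastid transcripts split by array at this stage, with a median signal over 69 genes of 54.1 and 575.5 in *vtc2-5* and 216.6 and 64.0 in WT, and the median difference of these 69 turned to -0.64 without *vtc2-5* replicate 2.

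The changes between stages in *vtc2-5* numbered 4092 probe sets up and 2760 down from zygotic embryos to D7I (3215 and 3429 with median centring), 343 and 544 from D7I to D14I (541 and 382), and 2560 and 2557 to mature somatic embryos. The median of all genes moved by 0.19 in the first and -0.16 in the last of these steps. Without *vtc2-5* D7I replicates 1 and 2 the middle count was 368 and 76, and without *vtc2-5* D14I replicates 1 and 2 it was 203 and 160. Nuclear photosynthesis genes fell, fell and rose (medians -5.19, -1.02 and 5.04; adjusted p = 1.70e-12, 9.06e-06 and 4.09e-14 from camera; adjusted p = 0.0114, 0.0799 and 0.0114 with an estimated correlation). Auxin response genes rose in the first step (median 3.36, adjusted p = 2.78e-05) and fell in the last (median -2.22, adjusted p = 9.06e-06; adjusted p = 0.0114 for each with an estimated correlation). In the last step lipid transfer protein genes (median 3.18, adjusted p = 0.0112) and wound response genes (median 3.66, adjusted p = 0.0164) rose, both with adjusted p = 0.269 with an estimated correlation.

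Plastid-encoded transcripts differed between arrays of the same group, above all between the *vtc2-5* replicates at D14I and in mature somatic embryos, and each test of this pattern was written after it was seen. A genotype effect larger than the difference between replicates would put both *vtc2-5* somatic embryo arrays above both WT arrays, which held for 5 of 69 genes. Chance gives 16.7% for a single gene, but the genes moved together by array (65 of 69 higher in *vtc2-5* replicate 2). A smaller genotype effect would be hidden by this split, so the test cannot exclude one. Greener tissue in replicate 2 could raise plastid transcripts, but nuclear photosynthesis genes differed by -0.10 between those replicates, against 3.02 for plastid genes. A different share of RNA without poly(A) tails in the labelling remains possible. Replicate differences of plastid and mitochondrial transcripts correlated over the 8 groups (r = 0.769, permutation p = 0.0232, and rho = 0.833, permutation p = 0.0154). Without the 2 farthest groups r was 0.528, and the slope of the mitochondrial on the plastid differences was 0.199. The sign of each difference follows replicate numbers that pair no samples. These values therefore depend on the numbering and cannot decide the question. The 25S control moved the same way as the plastid genes in WT (-6.52) and *vtc2-5* somatic embryos (5.40), and the opposite way at D14I (-2.23 and -2.81).

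The lead of *vtc2-5* at D7I on the path to D14I was 0.0714 before any adjustment. Array scaling could shift a position, but the lead was 0.0617 with quantile normalization. Signals near background could too, but over 5507 probe sets above 30 it was 0.0866. These tests, set before their values were seen, speak against both. A faster course of the mutant may underlie the lead, since it was above 0 over rising (0.0588) and falling (0.0829) probe sets alike, but 2 arrays against 2 leave this open.

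In WT zygotic embryos to D7I, plastid-encoded genes fell (median -1.77, adjusted p = 2.57e-05 from camera; adjusted p = 0.728 with an estimated correlation), with 8 of 69 passing and 5 adjusted over the list alone. They were lower again at D14I than at D7I (median -0.97, 48 of 69 below, adjusted p = 0.0364; adjusted p = 0.850 with an estimated correlation), and in *vtc2-5* fell from zygotic embryos to D7I (median -1.72, adjusted p = 2.54e-05; adjusted p = 0.728 with an estimated correlation). They leaned lower in *vtc2-5* zygotic embryos (median -0.31, 59 of 69 below) and D7I (median -0.26, 52 of 69 below), both with adjusted p = 0.396. The auxin response list leaned lower in *vtc2-5* zygotic embryos but did not pass (median -0.29, 9 of 10 below, adjusted p = 0.0845 from camera). Nor did it pass at D14I (median -0.19, mean 0.07, adjusted p = 0.346) or in somatic embryos (median 0.09, mean -0.25, adjusted p = 0.585). The cold and abscisic acid list did not pass at D7I (median -0.43, mean 0.06, adjusted p = 0.978), D14I (0.13, adjusted p = 0.981) or in somatic embryos (0.26, adjusted p = 0.396), where *COR15A* passed with 68.7 ± 12.6 against 28.4 ± 3.14 (log2 1.27, adjusted p = 0.0465) but not without any 1 array (adjusted p = 0.0632 to 0.207).

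In mature somatic embryos the 5 seed storage and late embryogenesis genes were above WT (median log2 2.91, adjusted p = 0.134), with *AT3G15670* lower by mean signal and higher by mean log2. Without WT replicate 2 the list passed (median 6.91, adjusted p = 3.48e-06; adjusted p = 0.194 with an estimated correlation), and without WT replicate 1 it lay below (median -0.33, adjusted p = 0.743). The list did not pass in zygotic embryos (median -0.14, adjusted p = 0.978) or at D14I (median -0.31, adjusted p = 0.585), nor did the wound response list (0.32 and -0.20, adjusted p = 0.340 and 0.454), the lipid transfer list at D7I (median -0.18, adjusted p = 0.770) or the photosynthesis list in zygotic embryos (median 0.01, mean -0.01, adjusted p = 0.990).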
